# Transcription-metabolism association analysis of molecular mechanisms in sweet orange plants in response to boron deficiency

**DOI:** 10.1186/s12864-025-12408-w

**Published:** 2025-12-22

**Authors:** Xiuyao Yang, Ke Wen, Xiujia Yang, Mengjie Zhang, Ling Zhu, Yinqiang Zi, Tuo Yin, Xulin Li, Xiaozhen Liu, Hanyao Zhang

**Keywords:** Sweet orange, *BBX* genes, Boron homeostasis regulation, Transcriptome, Metabolome, Flavonoid biosynthesis

## Abstract

Sweet orange (*Citrus sinensis*) is the most widely grown citrus fruit worldwide, with the highest production and largest cultivated area. Serious problems associated with boron (B) deficiency are emerging in most old production areas, resulting in the lignification of sweet orange flesh and fruit souring. However, the molecular mechanisms through which sweet orange plants react to boron deficiency stress remain unreported in the literature. Through transcriptome analysis and RT-qPCR expression validation, this study revealed that *CsBBX11*, *CsBBX13*, and *CsBBX14* may play important roles in the response of sweet orange plants to boron deficiency stress. Metabolomic analysis revealed that the contents of quercetin 3-glucoside, taxifolin, and isovitexin all exceeded 1 µg/g, with significant differences in the contents of these metabolites observed before and after treatment. Correlation analysis revealed that *CsBBX14* was positively correlated with quercetin 3-glucoside and isovitexin, but negatively correlated with taxifolin. Furthermore, the expression of CsBBX14 was highly significantly correlated with that of 57% of the genes associated with flavonoid biosynthesis and metabolism. Finally, a possible regulatory mechanism for sweet orange resistance to boron deficiencywas proposed in this study. *CsBBX14* is likely to interact with the G-box element located in the promoter region of HY5, thereby initiating the expression of genes responsible for flavonoid synthesis. In conclusion, *CsBBX14* is likely a key gene involved in the synthesis of flavonoids during stress caused by a lack of B. However, its specific functions in flavonoid synthesis need to be further verified. These findings offer a novel reference point for the molecular breeding of sweet oranges aimed at addressing boron deficiency stress.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-025-12408-w.

## Introduction

Sweet orange (*Citrus sinensis*) is a fruit tree belonging to the Rutaceae family, specifically within the Citrus genus, and is recognized as the most extensively cultivated and commercially significant fruit species globally. Citrus plants are grown on 143 million acres worldwide, and their production has reached 184 million tons [1]. Fruit is rich in various vitamins, carotenoids, dietary fibers, flavonoids, phenolic compounds, and other bioactive substances [2]. In recent years, the progressive expansion of sweet orange cultivation, coupled with escalating anthropogenic degradation of ecological habitats, has induced a critical deficiency in essential nutrient availability. This nutritional constraint has emerged as a limiting factor for the sustainable intensification of citrus production systems, consequently resulting in quantifiable declines in both fruit yield and qualitative attributes. Boron (B) exists in the soil as boric acid, which tends to leach from the soil during high rainfall because of its high solubility and mobility, which results in soils being highly susceptible to B deficiency problems [3]. B deficiency stunted plant growth by inhibiting root growth, leaf necrosis, and starch accumulation in the body as well as by inhibiting sugar uptake and transport. This results in fleshiness and reduced sweetness and sourness of the fruit, severely affecting fruit quality and yield [4].

B is a crucial micronutrient for plant growth and development, ensuring optimal growth and productivity, which is economically vital. *B-box* (*BBX*) proteins are zinc-finger transcription factors characterized by B-box structural domains. *BBX* genes have one or two conserved B-box structural domains at the N-terminal end, and some BBX proteins also contain CCT structural domains at the C-terminal B-box domains; these domains are associated with interactions between specific proteins, and CCT domains play a regulatory role in gene transcription [5]. Plant B nutrition is closely related to the expression of BBX genes. A study by Li et al.. revealed that under low-boron treatment, six *BnaBBX* genes were significantly upregulated and nine *BnaBBX* genes were upregulated in the roots of rapeseed (*Brassica napus*); in the shoots of rapeseed, three *BnaBBX* genes were significantly downregulated, whereas 3 *BnaBBX* genes were significantly upregulated. These findings indicate that under B deficiency stress, *BBX* genes exhibit differential expression across different plant tissues [6]. *BBX* genes play vital roles in mediating photomorphogenesis and the accumulation of flavonoids. *AtBBX21* and *AtBBX22* in *Arabidopsis thaliana* (*A. thaliana*) interact with and increase the activity of *AtHY5*, promoting the expression of flavonoid biosynthetic genes. It directly activates *AtCH1* transcription to increase anthocyanin accumulation [7]. *MdBBX22* and *MdBBX20* work together with *HY5* to trigger the expression of *MdMYB1*, leading to increased anthocyanin levels in apple plants [8]. The ability of plants to eliminate free radicals is crucial for their resistance systems. Flavonoids directly scavenge excess free radicals, especially ROS, and indirectly scavenge free radicals by enhancing the performance of antioxidant enzymes [9]. Research indicates that naringenin greatly enhances the activities of SOD, CAT, POD, and APX in plants, increasing their capacity to eliminate free radicals [10].

As many species are rapidly sequenced, the importance of transcriptomics and metabolomics in understanding gene functions is increasing [11, 12]. Environmental factors can modulate gene expression by impacting transcription factors, which selectively attach to the promoters of their corresponding target genes, thereby affecting the accumulation of metabolites within the plant. Wen et al. [13] employed a combined transcriptomic and metabolomic analysis to demonstrate that the CCO gene regulates carotenoid content, thereby altering the color of Orah peels. Researchers have employed multiomics analysis to investigate the complex response mechanisms of two alfalfa varieties (ZD and BM) to combined cold and saline_alkali stress, revealing that the *MsMYB12* gene may counteract integrated stress by regulating the biosynthesis pathway of flavonoid compounds [14]. Through comprehensive screening and analysis of rapeseed genes and metabolites under saline_alkali stress via transcriptomics and metabolomics techniques, Ma et al. has elucidated the molecular mechanisms and metabolic pathway alterations underlying the response of rapeseed to saline-alkali stress [15]. These findings may lead to further research on crop breeding and stress tolerance mechanisms.

In this study, the fundamental functions and characteristics of the *BBX* genes were understood through phylogenetic analysis of the sweet orange genome (v3.0), analysis of cis-acting_elements, chromosomal location, and bioinformatics analysis via GO and KEGG. The expression of these genes was determined via transcriptomic analysis combined with flavonoid metabolite analysis to reveal the regulatory mechanism of sweet oranges in response to B deficiency stress and to propose a regulatory model of flavonoid resistance to B deficiency stress in sweet oranges. This study serves as a valuable reference for future research exploring the mechanisms through which boron deficiency influences both the yield and quality of sweet orange fruits.

## Materials and methods

### Plant material treatment

All the samples were obtained from the planting base in Yuxi city, Yunnan Province, China, and the test variety was Bingtang Citrus sinensis. We selected fruits with uniform orange‒yellow skin, removed the pulp, and extracted twenty healthy seeds as materials for subsequent research. The selected seeds were rinsed under running water for one hour and then transferred to modified MS (4.4 mg/L MS + 4.5 mg/L agar + 30 g/L sucrose + 0.8 mg/L IBA) media to be cultured into complete plants. The plant shoots were used to induce callus tissue, and the sweet orange histocultured plants were cultivated through the histoculture system of adventitious shoot induction, rooting induction, and seedling strengthening culture. The seedlings were subsequently transferred to the MS nutrient mixture. The plants were subsequently grown in 0.01 mg/L boric acid medium for boron deficiency treatment, and a boric acid concentration of 0.25 mg/L was used as the control [16]. After 25 days of boron deficiency treatment, significant boron deficiency symptoms were observed in sweet orange plants. Leaves from sweet orange plants were collected, immediately frozen in liquid nitrogen, and then stored at −80 °C for preservation.

### Identification of *BBX* gene family members in sweet orange

Initially, the genomic data associated with sweet orange plants were retrieved from the CPBD database (http://citrus.hzau.edu.cn/). The HMM model of the structural domain (PF00643) was obtained from the Pfam (https://pfam.xfam.org/) database as a query condition [17], and the members of the *BBX* gene family, as identified by HMMER version 3.3.2, were filtered out of the family member sequences with E values < 10^− 5^. Thirty *BBX* gene sequences of *A. thaliana* were subsequently retrieved from the TAIR database (https://www.Arabidopsis.org/). The BLASTP program was used to perform homology comparisons of the whole genome of sweet orange using the *BBX* gene sequence of *A. thaliana* as a reference, after which the gene sequences with an E value < 1e^− 5^ were screened [18]. The screening outcomes were then assessed in conjunction with the results obtained from the HmmSearch program to ascertain the members of the *BBX* gene family. By integrating the findings from both screenings, we eliminated any duplicated or redundant protein sequences, ultimately leading to the identification of the final *BBX* gene family members.

### Phylogenetic analysis

Multiple sequence comparisons of *BBX* genes were performed via the MAFFT program under default parameters [19]. The chromosomal positions of the sweet orange *BBX* genes were established using the Gene Location program in TBtools. Consequently, the naming of these genes was modified to reflect their respective locations on the chromosome. The members of the sweet-orange *BBX* gene family were categorized based on the classification of the *BBX* gene family in *A. thaliana*. To construct the phylogenetic trees, we employed iqtree v1.6.12 [20], which determined the optimal model to be JTT + I + G4, supported by a bootstrap value of 1000.

### Analysis of cis-acting elements in the *BBX* gene family in sweet orange

The 2000 bp CDS located upstream of the gene was extracted from the sweet orange genome GFF file via TBtools. Cis-acting elements were identified via the online program PlantCARE (https://bioinformatics.psb.ugent.be/webtools/plantcare/html/) and subsequently visualized via ChiPlot software [21].

### Chromosomal location, duplicate genes, and covariance analysis

The chromosomal location information for the target genes was obtained from the GFF files and whole-genome sequences of sweet orange via TBtools [22]. The intraspecific covariance of sweet orange *BBX* genes and their duplicate genes was analyzed usingthe MCScanX [23]. Visual analyses were conducted via the Circos program [24]. GFF files and gene sequence files for *Vitis vinifera (V. vinifera)* and *A thaliana* were obtained from the CPBD sweet orange database and the TAIR database, respectively, to establish interspecific covariates.

### Transcriptome analysis and flavonoid content determination

A total of 0.5 g of each sample from the treatment and control groups was sent to Suzhou Panomics Biomedical Technology Co., Ltd., for transcriptome sequencing to obtain the transcriptome data of sweet orange plants under B deficiency stress. The transcriptome sequencing data were processed via fastp to remove the sequences with a splice at the 3′ ends and to remove the reads with an average quality score lower than Q20; the filtered reads were compared to the reference genome via HISAT2 (http://ccb.jhu.edu/software/hisat2/index.shtml). The data quality was checked via FastaQC to ensure that all the transcriptome data had Q values greater than 30, resulting in high-quality data. The read counts were statistically aligned to each gene via HTSeq and normalized to the FPKM values. Differential expression analysis between sample groups was performed via DESeq [25] to obtain the genes differentially expressed between the two biological treatments, from which genes significantly differentially expressed with a fold change ≥ 2 and a P value ≤ 0.05 were screened.

For flavonoid-targeted quantification, for the configuration of standards, the flavonoid standards were accurately weighed, 80% methanol was used to prepare the single standard mother liquor, the appropriate amount of each mother liquor was measured to mix the mother liquor, and 80% methanol was used to dilute, one by one, to a suitable concentration. The stock solution and working solution were stored at −20 °C. For metabolite extraction, an appropriate amount of sample was added to a 2 mL centrifuge tube, 600 µL of methanol was added, the mixture was vortexed for 60 s, and then two steel balls were added. The samples were placed into a tissue grinder and ground at 60 Hz for 1 min. The above procedure was repeated at least twice. The mixture was sonicated for 15 min at room temperature and centrifuged at 12,000 rpm for 5 min at 4 °C. The supernatant was passed through a 0.22 μm filter membrane, the filtrate was added to the assay vial, and the metabolite content was measured on the instrument.

### Quantitative real-time PCR analysis

To further verify the expression of the *CsBBX11*, *CsBBX13*, and *CsBBX14* genes in sweet orange plants under B deficiency stress, at least three replicates were performed for each gene. Total RNA was extracted from the samples via a Genomic RNA Extraction Kit (DP320) and reverse transcribed into cDNA via a FastKing RT Kit (KR116). The reverse transcribed cDNA was mixed with a 10-fold dilution mixture and mixed well for quantitative PCR. The RT-qPCR primers were designed using Primer 6.0, with actin (Gene ID: *Cs_ont_3g025170*) as the internal reference gene (Supplementary Material 1). Standard RT-qPCR was then performed via the SYBR Green RT-qPCR Master Mix Kit, with procedures strictly adhering to the product manual. SPSS v21 was used for data analysis and significant difference analysis [11].

## Results

### Sweet orange *BBX* gene family identification and phylogenetic analysis

The sequences of 14 members of the sweet orange *BBX* gene family were identified via HMMER and BLAST methodologies and subsequently renamed based on their chromosomal positions (Supplementary Material 2). Based on the conserved structural domains, the *BBX* genes identified in sweet orange were categorized into five distinct groups (types I, II, III, IV, and V) following the classification framework established for the *BBX* gene sequences of *A. thaliana*. The conserved structural domains observed in groups I and II were similar, comprising three distinct elements: B-box1, B-box2, and CCT. In contrast, the members of group III encompassed the B-box1 and CCT domains. Group IV was characterized by the presence of both B-box1 and B-box2, whereas group V was notably defined solely by the existence of a single B-box1 structural domain (Fig. 1). The 14 *BBX* gene sequences of sweet orange and the *BBX* gene sequences of *A. thaliana*, *V. vinifera*, rice, *Solanum lycopersicum*, *Pyrus bretschneideri*, and *Malus pumila* were compared via multiple sequence alignment, the numbers of *BBX* genes in these species were 31, 25, 30, 29, 25, and 64, respectively. A phylogenetic tree was constructed via IQ-TREE v1.6.12 (Fig. 2).The clustering results revealed that subgroup IV contained the greatest number of sweet orange *BBX* genes (6) and that subgroup V had no sweet orange *BBX* genes. The *BBX* genes from the other six species were categorized into five distinct subclades, although the number of genes distributed in each subclade was diverse. These findings indicate that the phylogenies of sweet orange and the other seven species are relatively similar. All 14 *BBX* genes of sweet orange clustered on the same branch as dicotyledons in the phylogenetic tree. Among them, 57% of the genes clustered with *A. thaliana*. These findings indicate that, compared with that of rice (monocotyledonous), the sweet orange phylogeny of these plants is more similar to that of dicotyledonous plants, especially *A. thaliana*.

**Fig. 1:**
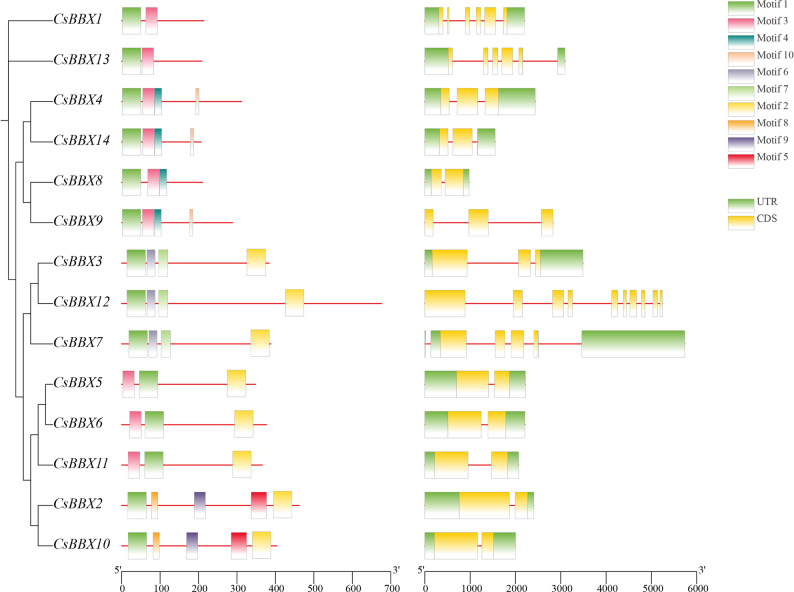
Conserved motif composition and gene structure of sweet orange *BBX* genes

**Fig. 2:**
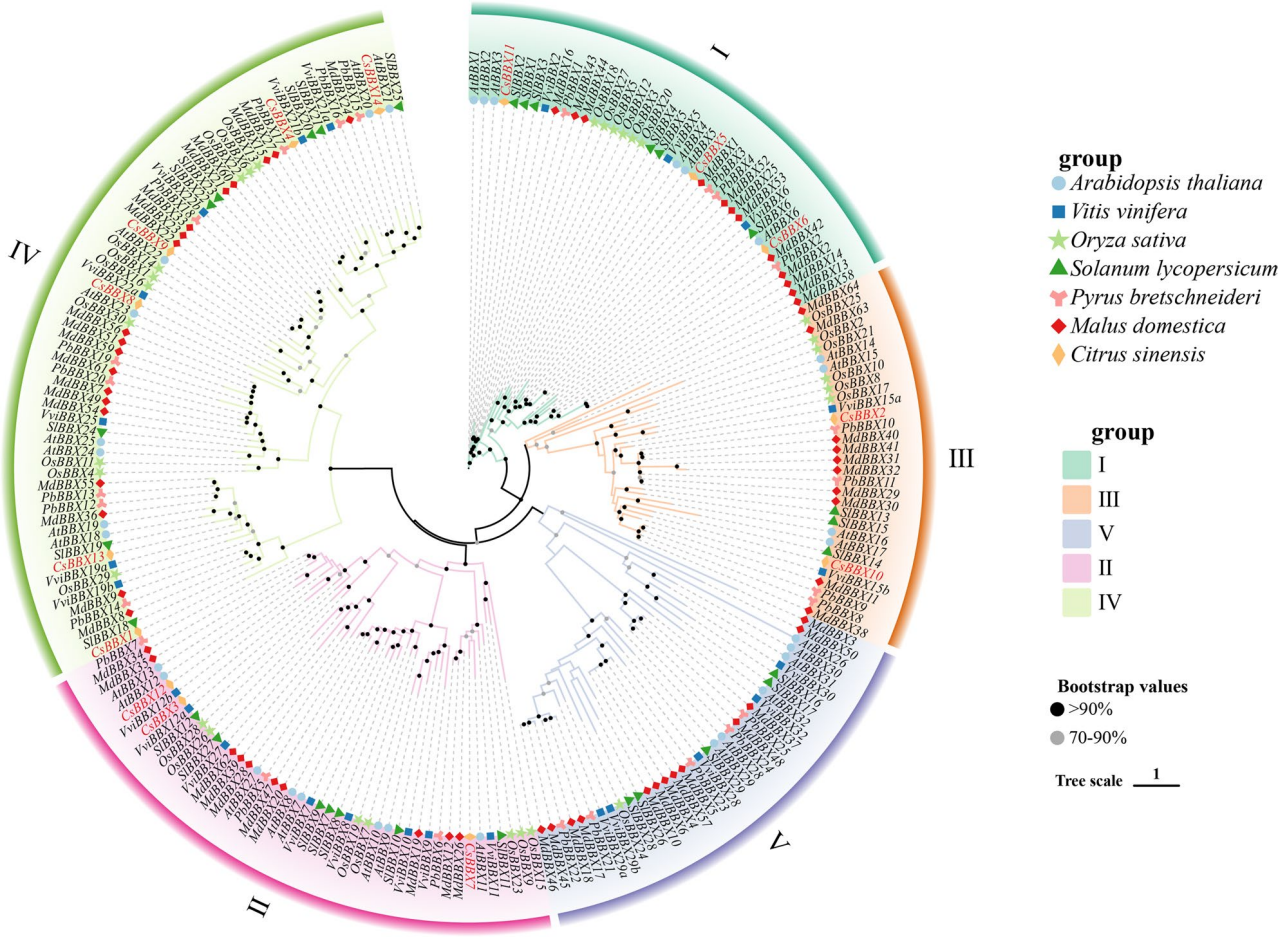
Phylogenetic analysis of *Citrus sinensis*, *Vitis vinifera*, *Arabidopsis thaliana*, *Solanum lycopersicum*, *Malus pumila*, *Pyrus bretschneideri*, and *Oryza sativa BBX* genes. The tree was divided into five branches, I, II, III, IV, and V, marked with different colors. Different species are represented by various symbols

### Cis-acting element analysis

Cis-acting elements associated with the *CsBBX* genes were identified via PlantCARE to elucidate their functional and regulatory roles. A total of 329 cis-acting elements were identified and classified into four distinct categories (Fig. 4A-B). The plant growth and development response elements included phloem tissue regulatory elements (CAT-boxes), circadian regulatory elements (circadians), endosperm expression regulatory elements (GCN4 motifs), and maize protein metabolism regulatory elements (O2 sites). Among them, the number of CAT-Box (32%) elements related to phloem tissue expression and O2 site (45%) elements involved in maize protein metabolism regulation accounted for a greater proportion of the total number of genes. The plant hormone response elements included the following: ABA response element (ABRE), MeJA response element (CGTCA motif, TGACG motif), partial light response element (P-box), gibberellin-responsive response element (TATC-box), salicylic acid response element (salicylic acid) (TCA-element), auxin-responsive element (TGA-element), and partial light-responsive element (AE-box, ATCT-motif, Box 4). Among them, ABA, MeJA, gibberellin, and salicylic acid are important phytohormones for plants to resist stress, and their related response elements account for 25%, 22%, 2%, and 4%, respectively. The light response elements included the GA motif, GATA motif, I-box, TCCC motif, TCT motif, GT1 motif, Sp1, G-box, and MRE. Abiotic and biotic stress elements include gibberellin (GA)-responsive elements (AREs), anaerobically induced response elements (GC motifs), low-temperature responsive cis-acting elements (LTRs), and drought-induced MYB-acting elements (MBSs) involved in defense and stress responses (TC-rich repeats). The proportions of the abiotic and biotic stress components were 38%, 5%, 12%, 21% and 24%, respectively. The gibberellin (GA) ARE-acting element was the most abundant at 38%. Notably, the number of abiotic and biotic stress elements was six for both *CsBBX11* and *CsBBX13*.

**Fig. 3:**
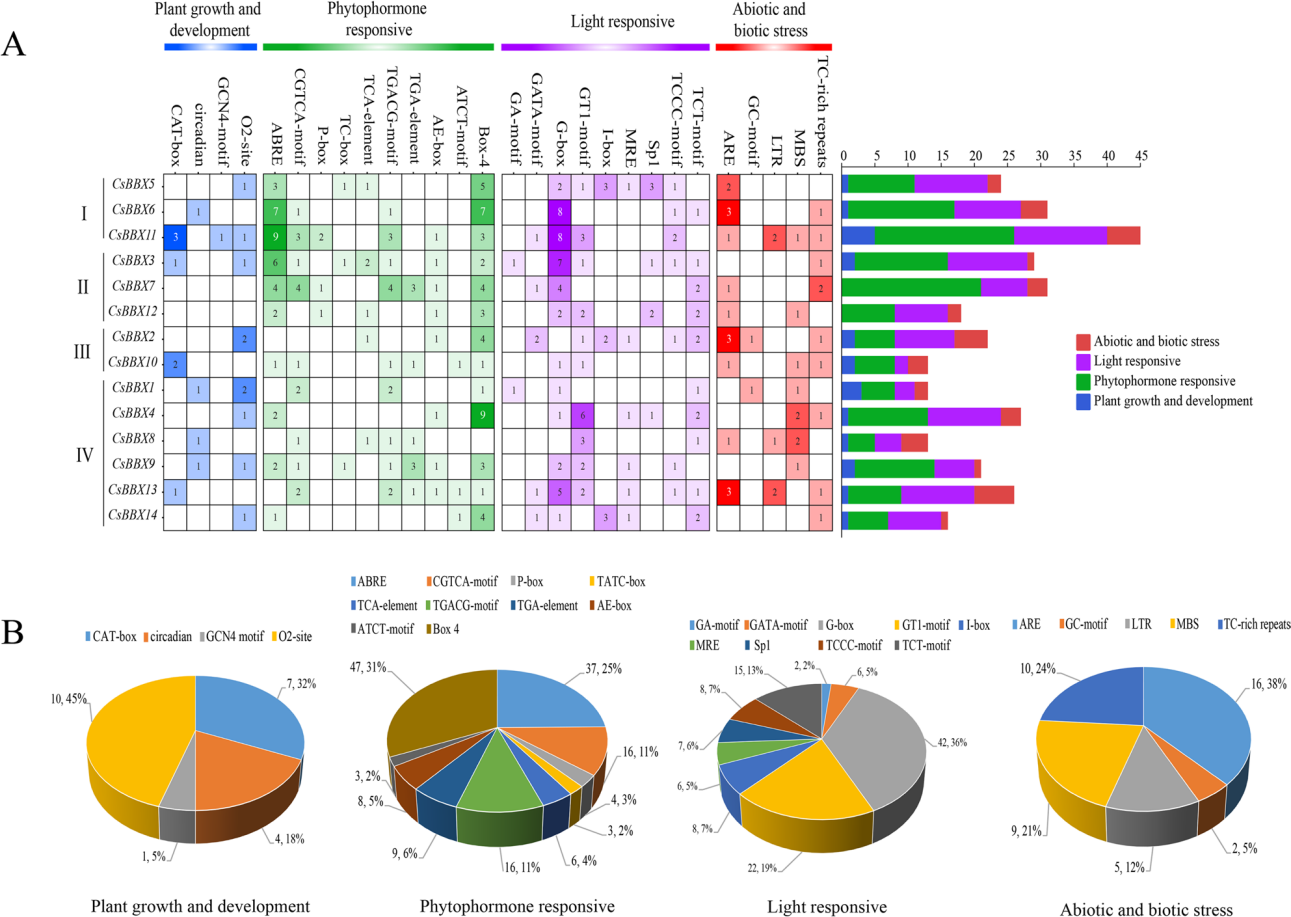
Cis-acting elements of the sweet orange *BBX* genes. **A** The varied colors and numerical values of the heatmap boxes reflect the quantities of distinct elements present in these *CsBBX* genes. Specifically, darker shades signify a greater abundance of the corresponding elements. Additionally, the histogram shows the quantity of cis-acting elements found within each *CsBBX* gene. **B** Pie chart illustrating the distribution of each promoter element across the different categories.

In conclusion, in addition to light-responsive elements, 64.75% of the cis-acting elements within promoters play crucial roles in regulating gene expression and metabolic processes in plants. The analysis of these promoter cis-acting elements suggested that the expression of the *CsBBX* genes may significantly contribute to improving the adaptive potential of sweet orange plants in the face of various adverse circumstances.

### Chromosome location and covariance analysis

The chromosome location was identified via TBtools to analyze the chromosomal distribution of the genes and assess the genome density (Fig. 4A). The results revealed that four of the 14 genes in sweet orange were predominantly present on chromosome five (chr5), whereas no *BBX* gene was present on chromosome nine (chr9). These findings suggest that the distribution of *BBX* genes in sweet oranges is uneven across chromosomes. Furthermore, chromosome five may serve as a crucial reservoir of genetic resources for *BBX* genes in sweet oranges. In addition, there were no tandemly duplicated genes among the Cs*BBX* genes or only five segmentally duplicated gene pairs (*CsBBX1–CsBBX13*, *CsBBX2–CsBBX10*, *CsBBX3–CsBBX12*, *CsBBX4–CsBBX14*, and *CsBBX5–CsBBX6*). Segmental duplications were found for ten of the 14 *BBX* genes in sweet orange, accounting for 71.43% of the total *CsBBX*. These findings suggest that segmental duplications have played a significant role in the evolution of the *CsBBX* gene family, facilitating the emergence of new functional genes and contributing to the expansion of gene family members. Covariance analysis of sweet orange, *A. thaliana*, and *Citrus maxima* (Fig. 4B) revealed 12 and 14 orthologous pairs of *CsBBX* genes in sweet orange and the type species *A. thaliana* and in sweet orange and the closely related species *Citrus maxima*, respectively. These findings indicate that sweet orange *BBX* genes are slightly more common on the chromosomes of the closely related species *Citrus maxima* than on the chromosomes of the type species *A. thaliana*, but the difference is not very strong.

**Fig. 4:**
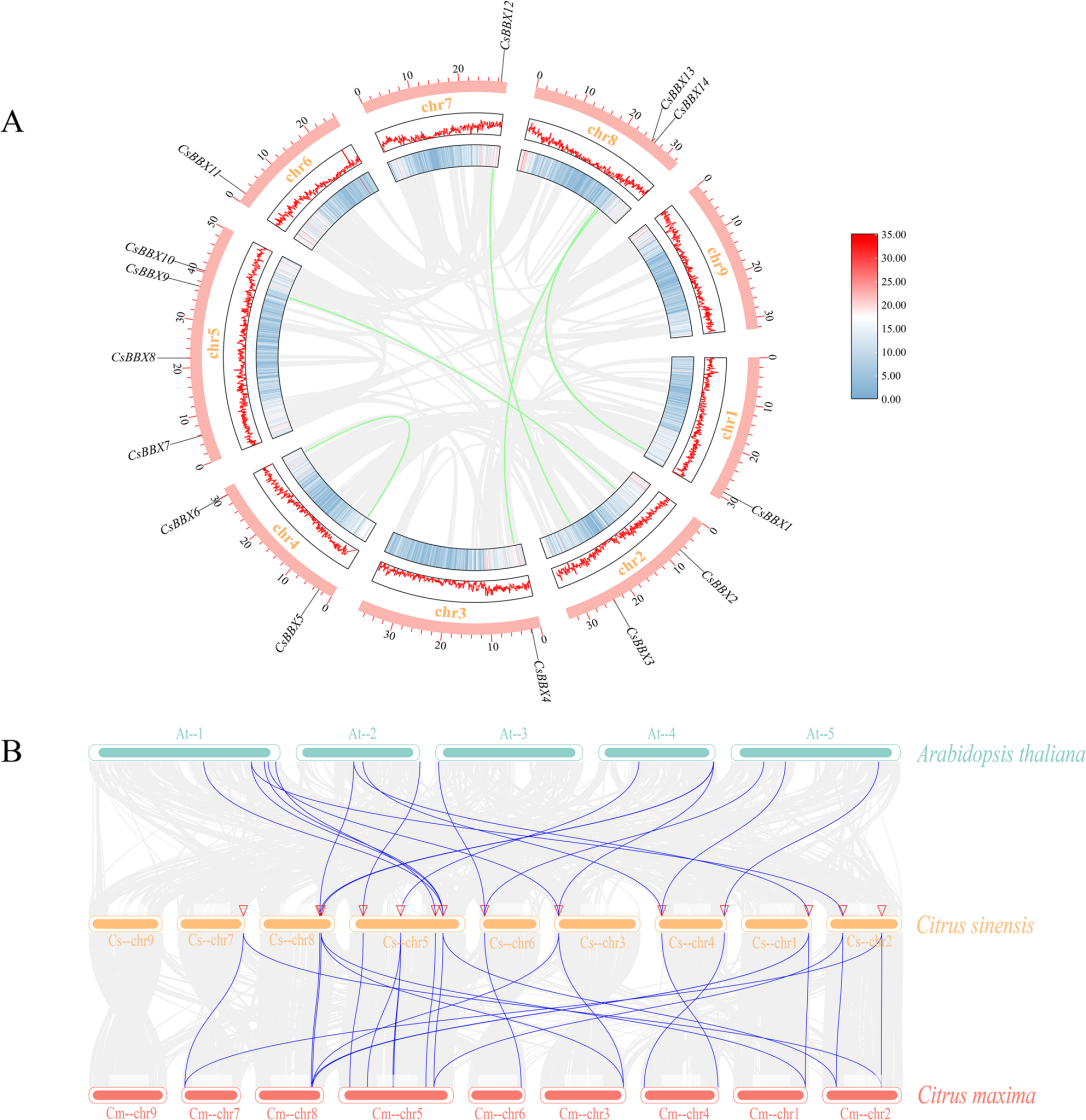
Chromosomal location and covariance analysis of sweet orange *BBX* genes. **A** From inside to outside, the first circle is the covariance distribution circle, the gray line indicates all the duplicated genes in the sweet orange genome, and the green line indicates the duplicated genes in the sweet orange *BBX* fragment. The second and third circles are heatmaps and line plots of the gene density distribution, respectively. The fourth circle shows the distribution of sweet orange *BBX* genes on the chromosomes, with the outermost markers indicating the gene names. **B** Collinearity between different species of sweet orange, *A. thaliana*, and *V. vinifera*. The gray lines indicate duplicated blocks, whereas the blue lines indicate pairs of colocalized *BBX* genes. Chromosome numbers are shown above or below each chromosome, with At, Cs, and Ci denoting chromosomes of *A. thaliana*, *Citrus sinensis*, and *Citrus maxima*, respectively

### Gene ontology (GO) function enrichment

When subjected to adverse conditions, plants increase their adaptability to the environment by persistently adjusting their gene expression and metabolic processes. 

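RNA was sequenced from leaves of tissue-cultured sweet orange plants in 6 libraries, 3 from plants on sufficient boron (CK) and 3 from boron-deficient plants (T), collected on day 25. The methods of the paper give the boric acid supply as 0.25 mg/L for CK and 0.01 mg/L for T. The design stated for the deposited series gives the same numbers as boron, while the treatment protocol in the labels of the libraries gives 0.01 mg/L of boron for all 6. The groups used here follow the paper and the library titles. These titles read leaf blades for CK and leaf for T, while the paper's methods name leaves only. A difference in the part sampled could not be told apart from boron supply. The paper's text does not say whether the 3 libraries of a group come from separate plants, so the p-values measure the spread between these libraries. The authors trimmed the reads with fastp, aligned them with HISAT2, counted them per gene with HTSeq, normalized the counts to FPKM and compared the groups with DESeq.
The deposited values are FPKM for 29875 genes, and 7135 of them are at 0 in all 6 libraries. Read counts were recovered as the smallest whole numbers that fit the FPKM values of a gene across the libraries. The gene length came out whole within 0.001 base for 98.16% of the genes above 0. A common factor of a gene's counts that also divides its length would go unseen and leave the counts too small. The recovered reads in genes were 19096097, 19380173 and 24026259 for CK replicates 1 to 3 and 17689285, 22631643 and 21157612 for T replicates 1 to 3. In a gene of 1000 bases, 1 read was worth 0.0414 to 0.0563 FPKM. T and CK were compared with limma on log2(FPKM + 1) over the 16421 genes with an FPKM of at least 1 in at least 3 libraries. Fold changes are on this scale, which understates the change of genes with low FPKM.
At an adjusted p under 0.05, limma called 1 gene higher and 0 genes lower in T. At an unadjusted p under 0.05 there were 376 genes higher and 409 lower, 785 in all, where chance gives 821. Analysis of the recovered reads with limma voom, added after the data were seen, called 0 genes in either direction at the adjusted threshold. The paper's criterion, a fold change of at least 2 and an unadjusted p of at most 0.05, took 209 genes that were higher in T and 178 that were lower. This criterion is used for the lists of differentially expressed genes (DEGs) here, and a DEG by this criterion need not have passed a correction for multiple tests. Single libraries moved these counts. The adjusted threshold called 2 genes without CK replicate 3 and 0 without CK replicate 1, CK replicate 2, T replicate 1 or T replicate 2. At the criterion, 348 were higher and 396 lower without CK replicate 1, 398 were higher without T replicate 3, and 137 and 121 were higher without CK replicate 2 and without T replicate 1. The authors' deposited table calls 246 genes up and 224 down. Of the 386 of these that were tested here, 305 were also DEGs here, each in the same direction.
The libraries of a group were little closer to each other than to those of the other group. The Pearson correlation of log2(FPKM + 1) had a median of 0.911 within groups and 0.893 between groups, and the highest value, 0.958, was that of CK replicate 1 and T replicate 3. Of the total variance, 22.6% lay between CK and T, where 20.0% would be expected with no difference.

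**Figure D1:**
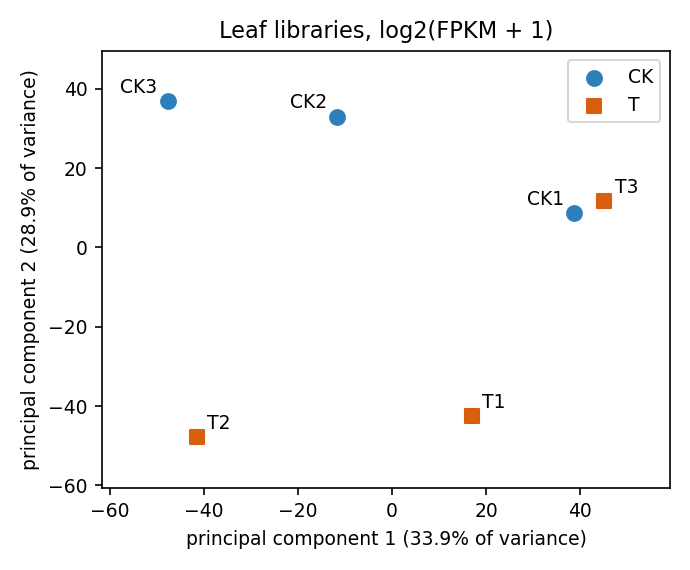
Scores of the 6 leaf libraries on the principal components 1 (33.9% of variance) and 2 (28.9% of variance) of log2(FPKM + 1), with CK as circles and T as squares. CK replicate 1 and T replicate 3 lie next to each other, at 38.7 and 45.1 on component 1.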

The differentially expressed genes (DEGs) were subjected to GO enrichment analysis via transcriptome data to elucidate the regulatory functions of sweet orange genes in response to boron deficiency (Fig. 5). 

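In T leaves, transcripts of a gene annotated to isoflavonoid biosynthesis, a branch of flavonoid metabolism, stood at 17.0 ± 6.10 FPKM (SD, n = 3), against 7.46 ± 1.68 (SD, n = 3) in CK. A second gene of this term stood at 31.5 ± 12.7 FPKM in T and 16.0 ± 2.33 in CK (SD, n = 3 each). The third was near 0 in every library, at 0.843 FPKM at most, and was not tested. The term holds no other gene of the deposited table.
The first gene had a log2 fold change of 1.05 (standard error 0.30) and was a DEG, with all 3 T values above all 3 CK values (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). Its adjusted p from limma was 0.789. The second had a log2 fold change of 0.86 (standard error 0.33, adjusted p = 0.984 from limma) and was not a DEG. Thus 1 of the 3 genes, 33.33%, was a DEG, and this share was 0.0% without CK replicate 2 or T replicate 1 and 66.67% without T replicate 2 or with array weights. The term has fewer than the 5 tested genes set as the minimum for the enrichment test, so it has no adjusted p. Outside that family, Fisher's exact test (two-sided) gave p = 0.0388 for 1 DEG among the 2 tested genes. With a background share of 1.96%, a single DEG in so small a term is enough for such a p. The paper also singled out this term from these same libraries, so this p is not independent evidence.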

The results revealed enrichment of the isoflavone biosynthesis process (GO: 0009717), in which the highest proportion of genes differentially expressed from the genes of interest reached 33.33% under B deficiency stress in sweet orange. These findings indicate that the metabolism of flavonoids and sweet orange B deficiency stress are closely linked. In addition, the *CsBBX2*, *CsBBX3*, *CsBBX4*, *CsBBX6*, *CsBBX7*, *CsBBX9*, *CsBBX10*, *CsBBX11*, and *CsBBX12* genes were enriched for the regulation of metabolic processes (GO: 0019222) and organic matter metabolism (GO: 0071704) in sweet orange under boron deficiency stress. These findings indicate that sweet orange *BBX* genes can regulate metabolism and gene expression under B deficiency stress, which results in plant resilience and improved adaptation to the external environment. Additionally, *CsBBX11* was significantly enriched in response to abiotic stimuli (GO: 0009628). These findings further suggest that *CsBBX11* may play an important role in boron deficiencyin sweet oranges (Supplementary Material 3).

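Across the wider set of flavonoid genes there was no common direction. Of 35 tested genes annotated to the flavonoid biosynthetic process in Gene Ontology, 14 were higher and 21 lower in T, with a median log2 fold change of -0.10. The only DEG among them carried a ribonuclease annotation as well and stood at 15.4 ± 5.78 FPKM in T against 4.73 ± 2.95 in CK (SD, n = 3 each). A gene annotated as an anthocyanidin 3-O-glucosyltransferase, an enzyme that adds glucose to anthocyanidins, stood at 48.2 ± 22.7 FPKM in T and 88.3 ± 29.7 in CK (SD, n = 3 each), with an adjusted p of 0.999. The set test camera, which compares the fold changes of a list with those of the other genes, gave an adjusted p of 0.401 for this list.
GO terms of the cell surface and of stress held larger shares of DEGs. Cell wall had 21 DEGs among 321 tested genes, 16 higher and 5 lower in T, and this share of 6.54% compares with 1.96% over all 8374 annotated genes (adjusted p = 3.00e-04, Fisher's exact test). Of 548 genes with oxidoreductase activity, 27 were DEGs (adjusted p = 9.90e-04), and of 1778 genes of the response to stress, 56 were (adjusted p = 0.00659, Fisher's exact test for both). The family comprised 4795 terms with at least 5 tested genes, and 131 of them had an adjusted p under 0.05, 91 with a larger and the others with a smaller share than the background. Genes with an adjusted p under 0.05 could not be tested for enrichment, as the only one has no annotation. The number of called terms was 80 without CK replicate 2, 65 without CK replicate 3 and 65 without T replicate 1. Fisher's exact test takes genes as independent of each other, so its p-values can be too small where genes vary together.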

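These 9 CsBBX genes all carried the term regulation of metabolic process in the deposited table, and only CsBBX11 among them was a DEG. The term held 2402 genes of the table, 1671 of them tested. Of these, 24 were DEGs, 11 higher and 13 lower in T, a share of 1.44% against the background share of 1.96% (adjusted p = 1.0, Fisher's exact test). Organic substance metabolic process had 56 DEGs among 3948 tested genes, 26 higher and 30 lower. This share, 1.42%, was below that of the background (adjusted p = 0.0351, Fisher's exact test). Its adjusted p from Fisher's exact test was 0.162 without CK replicate 2, 0.0748 without CK replicate 3 and 0.625 without T replicate 1, and 0.0684 with no filter, 0.147 with every annotated gene as background and 0.148 with limma voom. No CsBBX gene carried this term in the table, whereas the paper's Supplementary Material 3 lists it for 9 of them. Of the 671 pairs of a CsBBX gene and a GO term in that supplement, 393 are in the table, so that the counts and shares given here hold for the table's annotation only.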

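Genes annotated to the response to abiotic stimulus held 43 DEGs among 1239 tested, 23 higher and 20 lower in T. This share of 3.47% was above the background (adjusted p = 0.00714, Fisher's exact test). The response to light stimulus, a term under it, held 21 DEGs among 431 tested genes, 11 higher and 10 lower (adjusted p = 0.00624, Fisher's exact test). CsBBX4, CsBBX5, CsBBX6, CsBBX10 and CsBBX11 carried the abiotic term, and only CsBBX11 of these 5 was a DEG.
Its adjusted p from Fisher's exact test was 0.209 without CK replicate 2 (a share of 2.02% against a background of 1.17%), 0.135 without CK replicate 3 (3.63% against 2.4%), 0.316 without T replicate 1 (1.94% against 1.17%) and 1.0 without T replicate 2 (3.15% against 2.48%), and 0.0678 with a filter at an FPKM of at least 5 in at least 3 libraries (3.01% against 1.77%). The share stayed above the background in each, with 25, 45, 24, 39 and 31 DEGs in the term.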

**Fig. 5:**
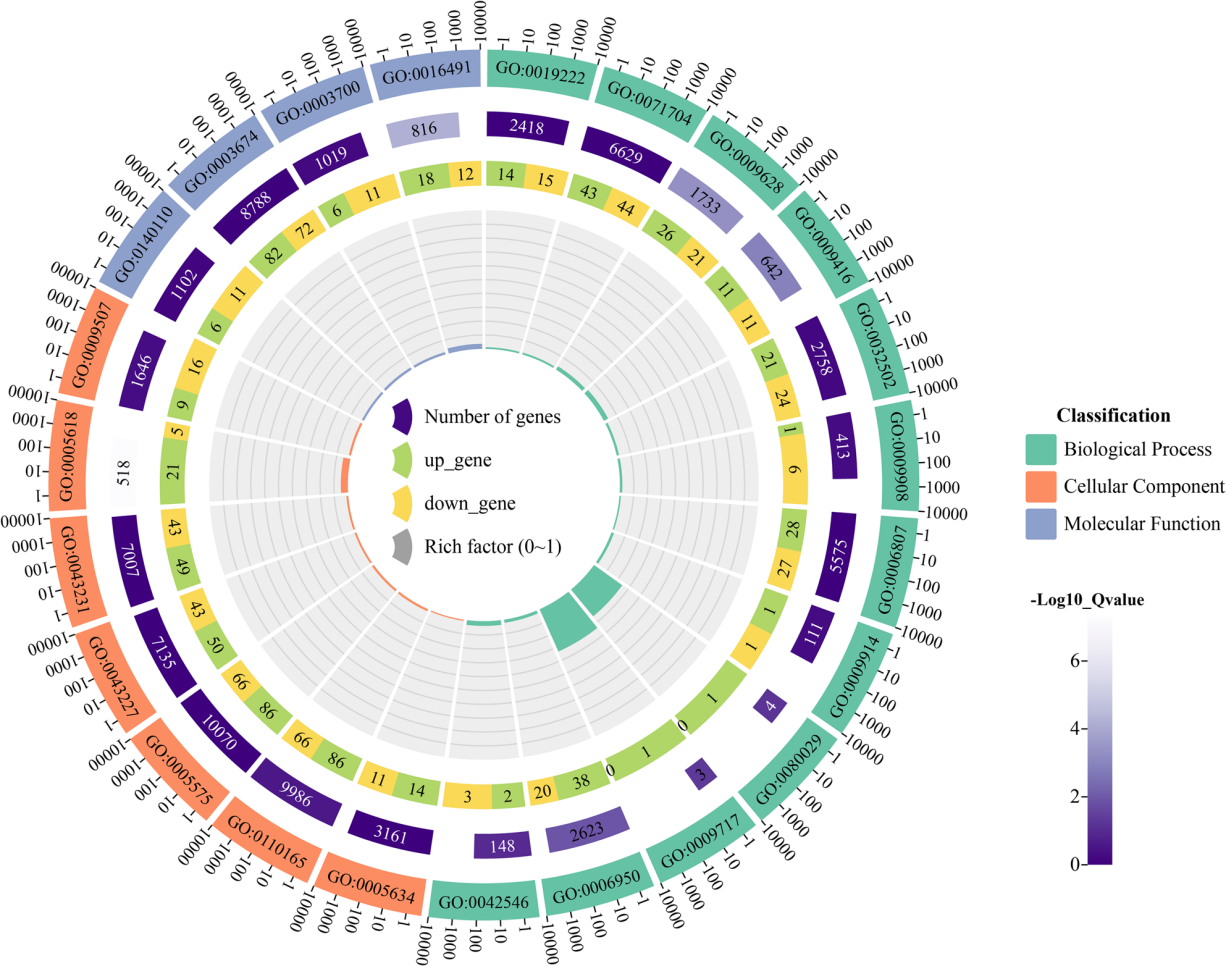
GO functional enrichment under B deficiency stress in sweet orange. The innermost circle bar represents the ratio of differentially expressed genes (DEGs) enriched in a specific Gene Ontology (GO) term compared with the total number of genes. The 2nd circle represents the number of genes enriched in the GO terms upregulated and downregulated. Green indicates upregulated genes, and yellow indicates downregulated genes. The 3rd circle heatmap represents the total number of genes enriched in the corresponding GO term. The 4th circle represents the GO number, and biological processes, cellular components, and molecular functions are indicated by different colors

### Expression pattern analysis of sweet orange plants under B deficiency stress

To investigate the morphological characteristics of the leaves, sweet orange plants were exposed to B deficiency stress (Fig. 6A). The experimental findings indicated that the leaves of sweet orange plants subjected to boron deficiency were yellow and curled alongside swollen leaf veins. Leaf gene expression was determined via transcriptomic analysis to determine the regulatory role and expression pattern of the *BBX* gene family in response to B deficiency stress in sweet oranges (Fig. 6B). The findings indicated that 11 out of the 14 *BBX* genes in sweet orange exhibited a regulatory function under B deficiency stress; five were downregulated, and six were upregulated. 

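The BBX genes, which encode zinc-finger transcription factors with B-box domains, were split between both directions in boron-deficient leaves. By the group means of FPKM, 7 of the 14 genes were higher and 7 lower in T, and 3 of the 13 tested genes differed by at least 2-fold. CsBBX5 was the most abundant at 192 ± 38.2 FPKM in CK and 175 ± 16.1 in T (SD, n = 3 each). CsBBX6, its paralog by segmental duplication, stood at 93.7 ± 15.5 FPKM in CK and 58.7 ± 7.38 in T, with every T value below every CK value (exact permutation test, p = 0.1). CsBBX2 stood at 31.1 ± 16.3 FPKM in CK and 48.1 ± 25.8 in T, and CsBBX7 at 4.42 ± 1.44 and 6.14 ± 1.17 (SD, n = 3 each). CsBBX8 had 1, 2 and 0 recovered reads in the CK libraries and 0 in each T library and was not tested.
Of the 13 tested genes, 3 were DEGs by the paper's criterion, 1 higher and 2 lower. limma called 0 of them at an adjusted p under 0.05, both over all genes and adjusted over the list alone, 4 had an unadjusted p under 0.05, and limma voom on the recovered reads also called 0 at the adjusted threshold. The paper identified this family from the genome. Both adjustments rest on the same 6 libraries, so the adjustment over the list alone is not independent evidence. The values of 3 genes did not overlap between T and CK, where chance gives 10% of genes. The number of DEGs was 1 without CK replicate 2, CK replicate 3 or T replicate 1, and 0 without T replicate 2.

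**Figure D2:**
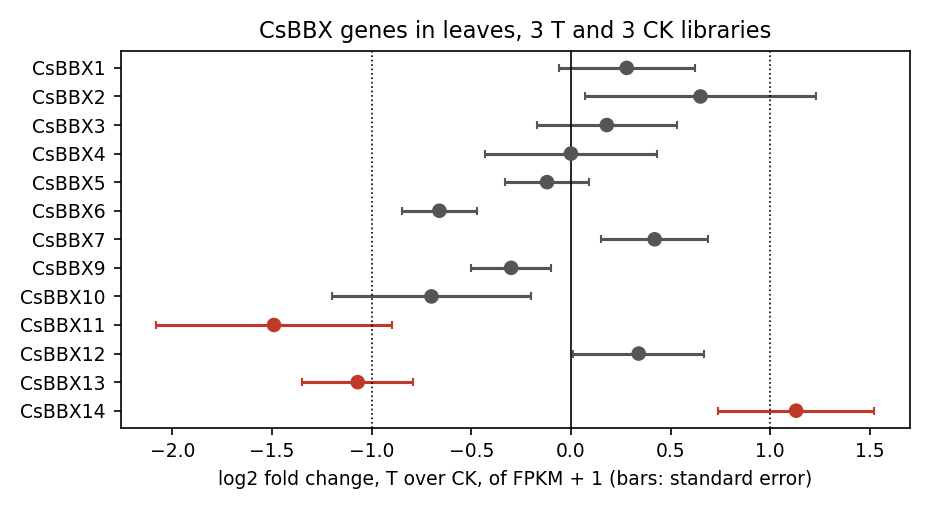
Log2 fold change of FPKM + 1, T over CK, of the 13 tested CsBBX genes, with the standard error as bars and a dotted line at a fold change of 2 in each direction. The DEGs are in red, CsBBX11 at -1.49, CsBBX13 at -1.07 and CsBBX14 at 1.13.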

*CsBBX11* and *CsBBX13* were significantly downregulated, and *CsBBX14* was significantly upregulated. These findings indicate that *CsBBX11*, *CsBBX13*, and *CsBBX14* play regulatory roles in the response of sweet orange to B deficiency stress. Furthermore, expression validation revealed that, compared with that in the CK group, *CsBBX14* expression in the T group was significantly different according to both RT-qPCR and transcriptomic analyses, with consistent trends in expression changes. These findings suggest that the *CsBBX14* gene may play a crucial role in the response of sweet orange plants to B deficiency stress (Fig. 6C).

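CsBBX11 (Cs_ont_6g003310) stood at 62.9 ± 29.9 FPKM in CK and 22.9 ± 13.0 in T (SD, n = 3 each), 2.75-fold higher in CK. Its 3 CK values of 30.4, 68.7 and 89.4 overlapped with the T values of 26.0, 8.51 and 34.0 (exact permutation test, two-sided, p = 0.2). CsBBX13 (Cs_ont_8g020180) stood at 30.7 ± 9.25 FPKM in CK and 13.9 ± 3.23 in T (SD, n = 3 each), 2.21-fold higher in CK. All of its T values, from 11.5 to 17.6, lay below the CK values, from 20.1 to 37.0 (exact permutation test, p = 0.1).
The log2 fold change of CsBBX11 was -1.49 (standard error 0.59, adjusted p = 0.999 from limma, 0.136 adjusted over the list alone). That of CsBBX13 was -1.07 (standard error 0.28, adjusted p = 0.743, 0.0700 adjusted over the list alone). Both were DEGs, but CsBBX11 no longer met the criterion without CK replicate 2 (-1.36), CK replicate 3 (-1.17), T replicate 1 (-1.68) or T replicate 2 (-0.92), and CsBBX13 without CK replicate 2 (-0.91), CK replicate 3 (-0.95) or T replicate 2 (-0.95). The depth behind them was 301 to 3358 recovered reads per library for CsBBX11 and 423 to 1601 for CsBBX13.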

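CsBBX14 (Cs_ont_8g020600) was 2.30-fold higher in T, at 11.0 ± 3.13 FPKM against 4.80 ± 2.44 in CK (SD, n = 3 each). The T libraries had 9.73, 14.6 and 8.74 FPKM and the CK libraries 2.08, 5.53 and 6.79, from 53 to 441 recovered reads, so that every T value was above every CK value (exact permutation test, two-sided, p = 0.1). These FPKM values equal those printed in Fig. 6B. The actin gene Cs_ont_3g025170, the internal reference of the RT-qPCR, stood at 10.4 ± 2.48 FPKM in CK and 8.70 ± 0.331 in T, a log2 fold change of -0.21 (standard error 0.20).
The log2 fold change of CsBBX14 was 1.13 (standard error 0.39), which made it a DEG. It did not pass the correction, with an adjusted p of 0.931 from limma and of 0.110 adjusted over the list alone. The criterion was no longer met without CK replicate 1 (0.72), T replicate 1 (1.19) or T replicate 2 (0.92). The RT-qPCR measurements were not analysed here. From the difference in both assays, the paper proposes that CsBBX14 has a role in the response of sweet orange to B deficiency stress.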

**Fig. 6:**
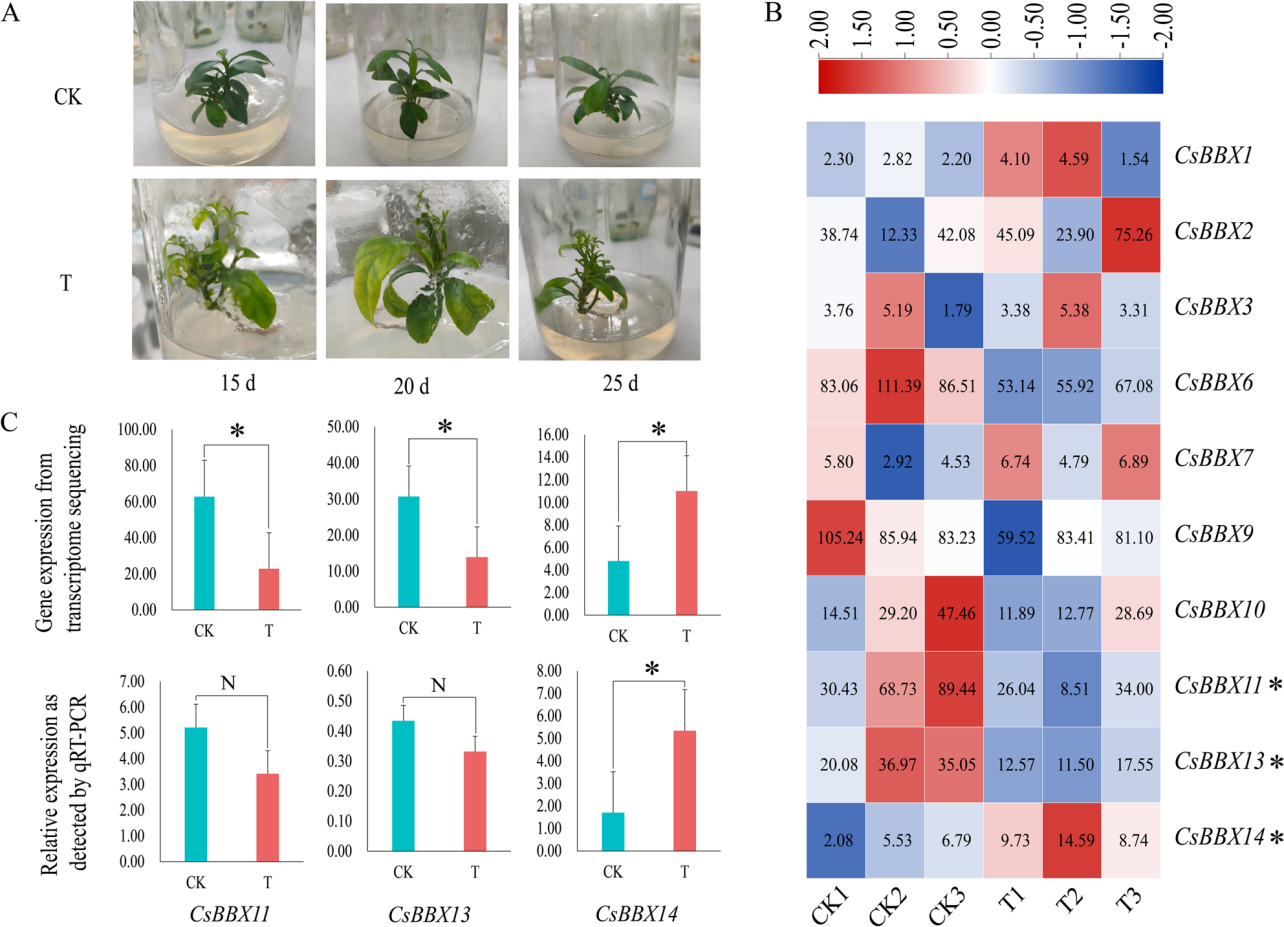
Analysis of the expression patterns of the *BBX* gene family in sweet orange under B deficiency stress. **A** Sweet orange B deficiency stress treatment. **B** Heatmap of *BBX* gene expression under B deficiency stress in sweet orange plants. **C** Transcriptome expression of the *CsBBX11*, *CsBBX13*, and *CsBBX14* genes and the RT-qPCR analysis of the corresponding genes. * indicates significant differences

### Analysis of transcripts and metabolites in sweet orange under B deficiency stress

To investigate the biological functions of the DEGs in sweet orange under B deficiency stress, a KEGG enrichment analysis was performed on these genes in this study (Fig. 7A). 

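Among the KEGG pathways that the paper reports, phenylpropanoid biosynthesis held the most DEGs in the main analysis. Of its 94 tested genes, which include the enzymes and peroxidases of lignin formation, 11 were DEGs and all 11 were higher in T. The separate list of lignin metabolism had 8 higher and 11 lower genes with 1 DEG, which was higher (camera adjusted p = 0.621). Glutathione metabolism had 9 DEGs among 88 tested genes, 8 higher and 1 lower. Plant hormone signal transduction had 4 among 184, 2 in each direction. Flavonoid biosynthesis had 1 among 24, which was higher, and the plant circadian rhythm had 1 among 32, which was lower.
Against a share of 2.4% DEGs among the 3585 tested genes with a KEGG pathway, phenylpropanoid biosynthesis (adjusted p = 0.00128) and glutathione metabolism (adjusted p = 0.00831) were enriched by Fisher's exact test. Hormone signal transduction, flavonoid biosynthesis and circadian rhythm each had an adjusted p of 1.0 in this test. Nitrogen metabolism, with 5 DEGs among 19 genes (adjusted p = 0.00375, Fisher's exact test), was the only other pathway called of the 119 tested. Fisher's exact test takes genes as independent of each other. DEGs of 1 direction lay next to each other in the deposited gene order in 37 pairs, against a mean of 4.59 in random orders. The p-values of Fisher's exact test can therefore be too small. The call of glutathione metabolism in Fisher's exact test was lost without T replicate 1 (adjusted p = 0.661), without T replicate 3 (0.565) and with a pseudocount of 0.01 (0.0605). Without T replicate 1, phenylpropanoid biosynthesis had 7 and glutathione metabolism 4 DEGs, without T replicate 3 phenylpropanoid biosynthesis had 19, hormone signal transduction 9, flavonoid biosynthesis 4 and circadian rhythm 2, and without CK replicate 1 glutathione metabolism had 15, phenylpropanoid biosynthesis 13 and hormone signal transduction 12. With a replicate block glutathione metabolism had 12 and phenylpropanoid biosynthesis 11, and with the authors' deposited p-values of the tested genes both had 9. The deposited table annotates 276, 198, 131, 54 and 43 genes to hormone signal transduction, phenylpropanoid, glutathione, flavonoid and circadian pathways, and the authors' deposited table calls 6, 12, 9, 1 and 1 of them.

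**Figure D3:**
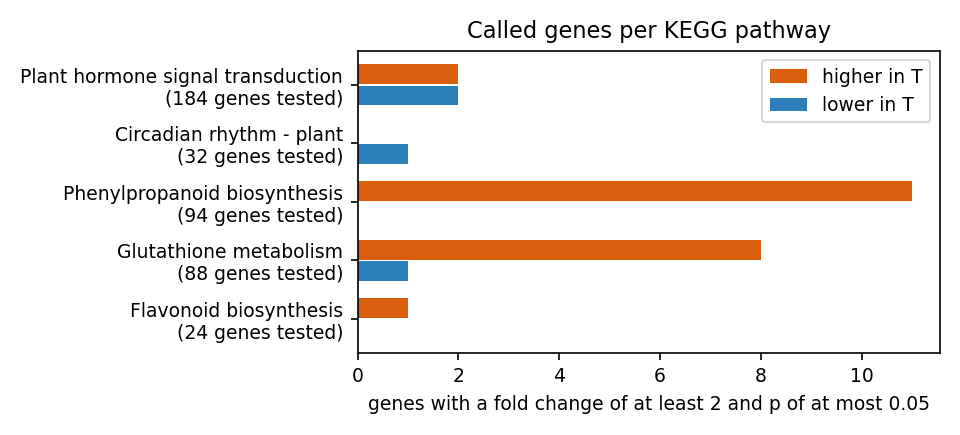
Number of DEGs (fold change of at least 2 and p of at most 0.05) in 5 KEGG pathways, higher in T (orange) or lower in T (blue), with the number of tested genes in parentheses. Phenylpropanoid biosynthesis has 11 higher and none lower in T.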

The results revealed that 276 DEGs were enriched in plant hormone signal transduction, 198 DEGs were enriched in phenylpropanoid biosynthesis, 131 DEGs were enriched in glutathione metabolism, 54 DEGs were enriched in flavonoid biosynthesis, and 43 DEGs were enriched in the circadian rhythm-plant pathway. These findings indicate that the *BBX* gene in sweet orange may participate in the response to B deficiency stress through the aforementioned metabolic pathways. In addition, glutathione metabolism and flavonoids can help cells maintain normal immune system function, and they can promptly scavenge free radicals produced by plants in response to adverse conditions through antioxidant effects [26]. The KEGG enrichment results also indicated that in response to B deficiency stress, sweet orange genes can be regulated by regulating glutathione metabolism and flavonoid synthesis, thus preventing oxidative damage and increasing resistance to B deficiency stress.

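Genes of glutathione metabolism, which recycle and conjugate the antioxidant glutathione, were higher as a group in T leaves. Of 88 tested genes, 61 had a higher and 27 a lower log2 fold change, with a median of 0.14 and a mean of 0.39 (camera adjusted p = 0.00772 over the 34 lists and 0.0103 over the KEGG pathways). With an estimated correlation between genes the adjusted p was 0.92. The shift was not particular to this pathway. Over the KEGG pathways, camera gave smaller adjusted p-values to others. Among these were proteasome (8.05e-08), oxidative phosphorylation (2.16e-04) and citrate cycle (0.00357), which were higher, and photosynthesis (9.49e-04), which was lower. With an estimated correlation each of these 4 had an adjusted p of 0.976. A glutathione gene annotated with glutathione binding stood at 124 ± 52.1 FPKM in T and 33.5 ± 11.7 in CK (SD, n = 3 each). Another member of glutathione metabolism stood at 72.9 ± 49.8 FPKM in T and 3.31 ± 2.57 in CK. Of 25 glutathione transferases, 16 were higher and 9 lower (camera adjusted p = 0.304).
The phenylpropanoid genes had 59 higher and 35 lower members (camera adjusted p = 0.0421 over the 34 lists, 0.0503 over the KEGG pathways and 0.92 with an estimated correlation). Adjusted over the list alone, 2 were higher. The paper reports this pathway from these same libraries, so the adjustment over the list alone is not independent evidence. The 2 members of the pathway with the smallest p were annotated as peroxidases, which couple phenolic compounds in the cell wall. The first stood at 111 ± 81.7 FPKM in T and 2.21 ± 1.66 in CK and the second at 12.6 ± 7.62 and 0.593 ± 0.438 (SD, n = 3 each), with an adjusted p of 0.396 for both. Among 14 superoxide dismutase, catalase and ascorbate or glutathione peroxidase genes, 7 were higher and 7 lower, with 1 DEG in each direction, both superoxide dismutases (camera adjusted p = 0.787).
The flavonoid biosynthesis pathway had 10 higher and 14 lower genes, a median log2 fold change of -0.12 and a mean of 0.01 (camera adjusted p = 0.596). Its only DEG, at 73.5 ± 22.4 FPKM in T and 25.5 ± 12.4 in CK (SD, n = 3 each), also belongs to the pathway of stilbenoids and gingerol. The camera call of glutathione metabolism was lost without CK replicate 2 (adjusted p = 0.0761) or CK replicate 3 (0.0748). That of the phenylpropanoid genes was lost without CK replicate 1 (adjusted p = 0.287), T replicate 1 (0.302) or T replicate 2 (0.0974), with a replicate block (0.0896), with no filter (0.161) and with median-of-ratios scaling (0.0689).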

**Fig. 7:**
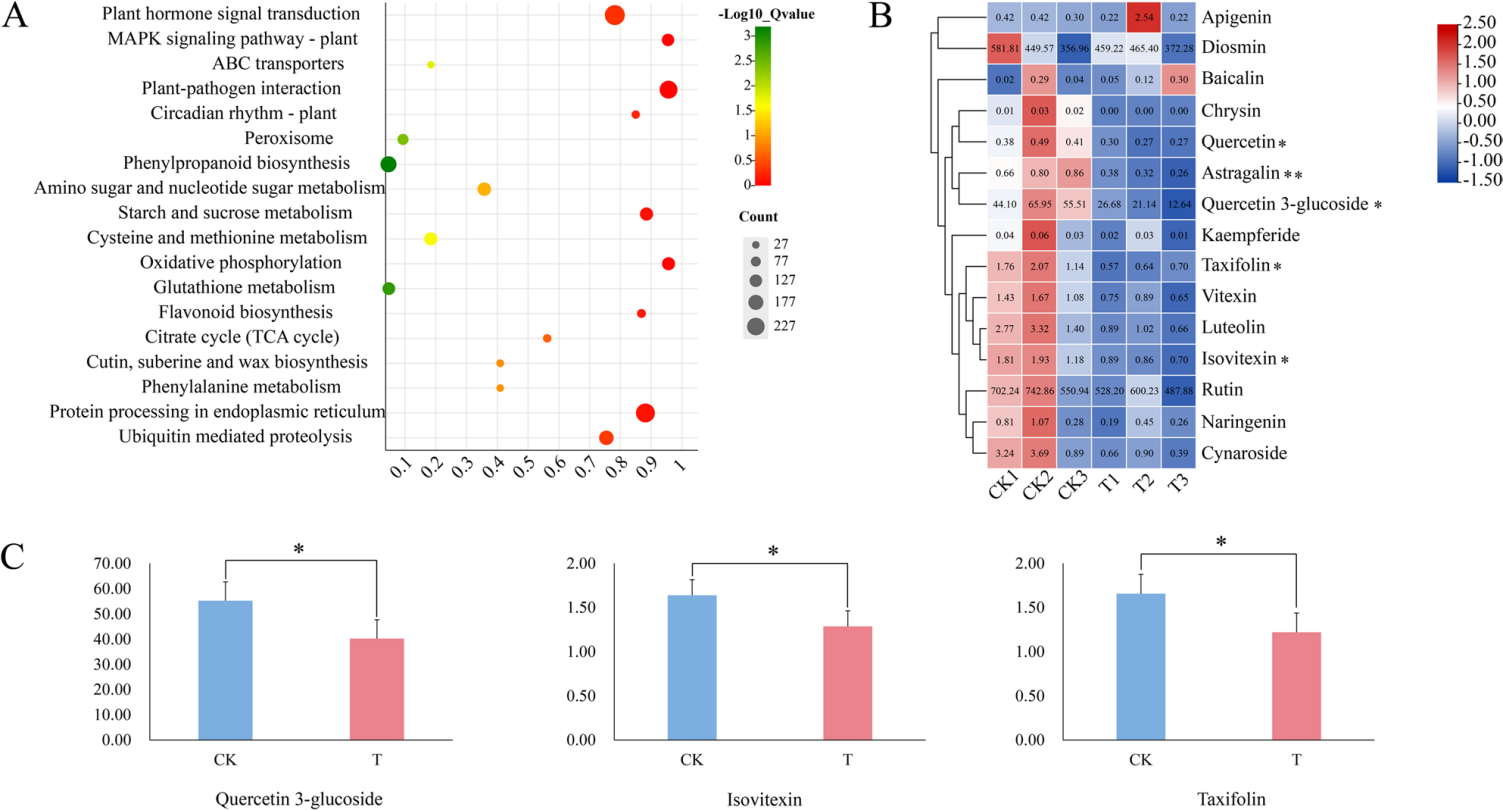
Analysis of metabolites under B deficiency stress in sweet orange. **A** KEGG metabolic pathway analysis of the DEGs under conditions of B deficiency stress in sweet orange. **B** Heatmap of the metabolite contents under B deficiency stress in sweet orange. **C** Histogram of differentially expressed metabolites under B deficiency stress in sweet orange. An * signifies a statistically significant difference at *P* < 0.05, whereas a double ** denotes a highly significant difference at *P* < 0.001

Flavonoids can reduce oxidative stress and improve plant resistance through antioxidant signaling pathways. The contents of flavonoid metabolites were determined the basis of targeted secondary metabolomics under B deficiency stress in sweet oranges (Fig. 7B) to understand the role of flavonoids in B deficiency stress regulation in sweet oranges. The metabolites with significant differences and contents greater than one were plotted as bar graphs (Fig. 7C). Fifteen flavonoid metabolites were detected under B deficiency stress in sweet oranges. The difference in Astragalin expression was highly significant. The levels of quercetin, quercetin 3-glucoside, taxifolin, and isovitexin were significantly decreased. These findings suggest that flavonoids play a vital role in the B deficiency stress response in sweet orange plants. Furthermore, correlation analysis revealed that the potential gene *CsBBX14* is positively correlated with quercetin 3-glucoside and isovitexin but negatively correlated with taxifolin (Supplementary Material 4).

### Differentially expressed genes related to flavonoid biosynthesis in sweet orange

Changes in flavonoid biosynthesis in sweet orange leaves under B deficiency stress were investigated via combined transcriptomic and metabolomic analyses (Fig. 8). A total of fifty-five genes related to sweet oranges, along with four flavonoids, were identified as playing significant roles in the flavonoid biosynthesis pathway. P-coumaroyl-CoA synthesis pathway: Thirteen genes (four *PAL*, two *C4H*, and seven *4CL* genes) were involved. Among these genes, six genes were upregulated, whereas seven genes were downregulated. 

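PAL, C4H and 4CL catalyse the first steps of the phenylpropanoid pathway. By group means of FPKM, 7 of these 13 genes were higher and 6 lower in T, and on the log2 scale 8 were higher and 5 lower. The PAL gene Cs_ont_7g006400 stood at 39.5 ± 22.2 FPKM in CK and 25.7 ± 11.2 in T, and Cs_ont_6g020620 at 2.76 ± 1.19 and 5.71 ± 3.81 (SD, n = 3 each). The C4H gene Cs_ont_4g024900 had 5.91 ± 6.89 FPKM in CK and 1.99 ± 0.557 in T. Among the 4CL genes, Cs_ont_4g026210 stood at 38.8 ± 15.9 FPKM in CK and 20.1 ± 7.25 in T, a log2 fold change of -0.89 (standard error 0.41, adjusted p = 0.999 from limma), and Cs_ont_1g009820 at 5.57 ± 3.24 and 13.0 ± 9.96. None of the 13 was a DEG in the limma test, none had an unadjusted p under 0.05, and in each the T and CK values overlapped.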

In the naringenin synthesis pathway, five genes (two *CHSs* and three *CHIs*) were involved; four genes were downregulated, and one gene was upregulated. 

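Both CHS genes, which encode chalcone synthase, the entry enzyme of flavonoid synthesis, had lower means in T. Cs_ont_3g009610 stood at 5.96 ± 4.22 FPKM in CK and 3.93 ± 3.00 in T, a log2 fold change of -0.50 (standard error 0.55). Cs_ont_9g012610 had 3.88 ± 3.21 and 1.58 ± 2.36 FPKM (SD, n = 3 each), a log2 fold change of -1.01 (standard error 0.81). Of the 3 CHI genes, which encode chalcone isomerase, Cs_ont_7g003040 and Cs_ont_5g033840 had lower means in T (16.0 ± 13.8 against 26.7 ± 26.2 FPKM, and 6.57 ± 3.49 against 7.12 ± 1.27). Cs_ont_7g004690 had a higher mean, 12.3 ± 6.94 against 10.9 ± 4.56 FPKM. Each of the 5 differences was smaller than the SD of either group, and the exact permutation p ranged from 0.3 to 0.9.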

Overall, these genes tended to be downregulated, which is consistent with the trend in the change in the naringenin content. In the quercetin synthesis pathway, 15 genes (two *CHSs*, three *CHIs*, five *F3′Hs*, and five *FLSs*) were involved. Among them, eight genes were downregulated, and seven genes were upregulated. 

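By group means, 7 of the 15 genes were higher and 8 lower in T, and the log2 scale gave the same tally. Among the F3′H genes, which encode flavonoid 3′-hydroxylase, Cs_ont_2g033020 stood at 41.8 ± 29.4 FPKM in CK and 22.7 ± 6.50 in T, and Cs_ont_3g028310 at 6.19 ± 3.23 and 19.1 ± 27.5 (SD, n = 3 each), the latter owing its T mean to the 50.5 FPKM of T replicate 2. Among the FLS genes, which encode flavonol synthase, Cs_ont_1g002760 had the largest fold change, with 34.4 ± 17.7 FPKM in T and 15.9 ± 12.5 in CK (log2 fold change 1.46, standard error 0.89, adjusted p = 0.999 from limma). None of the 15 genes was a DEG in the limma test or had an unadjusted p under 0.05.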

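The F3′H gene Cs_ont_2g033130 had a mean of 1.29 ± 0.444 FPKM in T and 4.34 ± 3.02 in CK (SD, n = 3 each), 3.37-fold higher in CK. Its CK values of 1.18, 4.63 and 7.20 overlapped with the T values of 0.81, 1.68 and 1.37 (exact permutation test, two-sided, p = 0.3), and 45 to 544 recovered reads stood behind them. On the log2(FPKM + 1) scale the fold change was -1.04 (standard error 0.50, adjusted p = 0.999 from limma), and the gene was not a DEG. In the authors' deposited table it has a log2 fold change of -1.71 with p = 0.0438 and is called down. It met the criterion here without CK replicate 1 (-1.59), with array weights (-1.16), with a replicate block (-1.04) and with quantile normalization (-1.10).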

*F3′H* (*Cs_ont_2g033130*) was significantly downregulated according to gene variance, which is consistent with the trend observed for quercetin content. Seven genes (two *CHS*, three *CHI*, and two *FNS* genes) were involved in the apigenin synthesis pathway. Five genes were downregulated, and two were upregulated, showing an overall trend toward downregulation, which is consistent with the change in apigenin (apigenin) content. 

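Flavone synthase (FNS) makes flavones such as apigenin from flavanones. The FNS gene Cs_ont_5g024870 stood at 6.33 ± 7.11 FPKM in CK and 1.61 ± 0.642 in T (SD, n = 3 each), a log2 fold change of -1.07 (standard error 0.67), and CK replicate 3 alone had 14.5 FPKM. The other, Cs_ont_5g024890, had 4.17 ± 3.65 FPKM in CK and 4.23 ± 5.24 in T, with a log2 fold change of -0.11 (standard error 0.87). Its direction thus differs between the mean and the log2 scale. The 7 genes were 2 higher and 5 lower by mean FPKM and 1 higher and 6 lower on the log2 scale. None was a DEG in the limma test or had an unadjusted p under 0.05.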

In the astragalin synthesis pathway, ten genes (two *CHSs*, three *CHIs*, and five *FLSs*) were involved. 

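Astragalin is a glucoside of kaempferol, a flavonol made by flavonol synthase. Of the 5 FLS genes in this pathway, 3 had a higher and 2 a lower mean in T. Cs_ont_4g023800 stood at 8.29 ± 4.90 FPKM in CK and 4.66 ± 0.776 in T, and Cs_ont_4g024280 at 1.54 ± 0.197 and 3.11 ± 2.03 (SD, n = 3 each), with log2 fold changes of -0.54 (standard error 0.47) and 0.57 (standard error 0.40). With the CHS and CHI genes, the pathway had 4 genes that were higher and 6 that were lower, on either scale. None of these 10 was a DEG in the limma test, and their exact permutation p ranged from 0.3 to 0.9.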

Six genes were downregulated, and four were upregulated, indicating an overall downregulation trend. These findings were in line with the observed variations in Astragalin content. Within the entire flavonoid biosynthetic pathway, 54% of the genes presented a decreasing trend. 

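The identifiers of 36 genes from PAL to ANR could be read from Fig. 8, and the values here are of these, a smaller set than the 55 genes of the paper's text. By mean FPKM, 16 of them were higher and 20 lower in T, so that 55.6% were lower. On the log2 scale the 34 tested genes were split into 17 higher and 17 lower. Among the late genes, ANR (Cs_ont_2g029030), anthocyanidin reductase, stood at 46.2 ± 27.3 FPKM in CK and 36.4 ± 12.6 in T, and DFR (Cs_ont_5g001840), dihydroflavonol reductase, at 15.8 ± 7.50 and 12.2 ± 3.87 (SD, n = 3 each).
In the limma test 0 of the 34 genes were DEGs, 0 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. The number of DEGs was 6 without CK replicate 1, 4 with array weights, 2 without T replicate 3 and 1 each with quantile normalization and with a replicate block. The authors' deposited table calls 1 of the 36. The T and CK values of 1 gene, a barely expressed F3′5′H gene, did not overlap, where chance gives 10% of genes. The libraries of a group differed widely. The ratio of the highest to the lowest library, taken on FPKM + 1, had a median of 2.82 among the CK libraries and 2.54 among the T libraries. On this scale the spread of genes with low FPKM is understated. CK replicate 1 was the lowest CK library for 28 of the 34 genes. Without CK replicate 1, 75.0% of the 36 genes had a lower mean in T, and without CK replicate 3, 41.7% did.

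**Figure D4:**
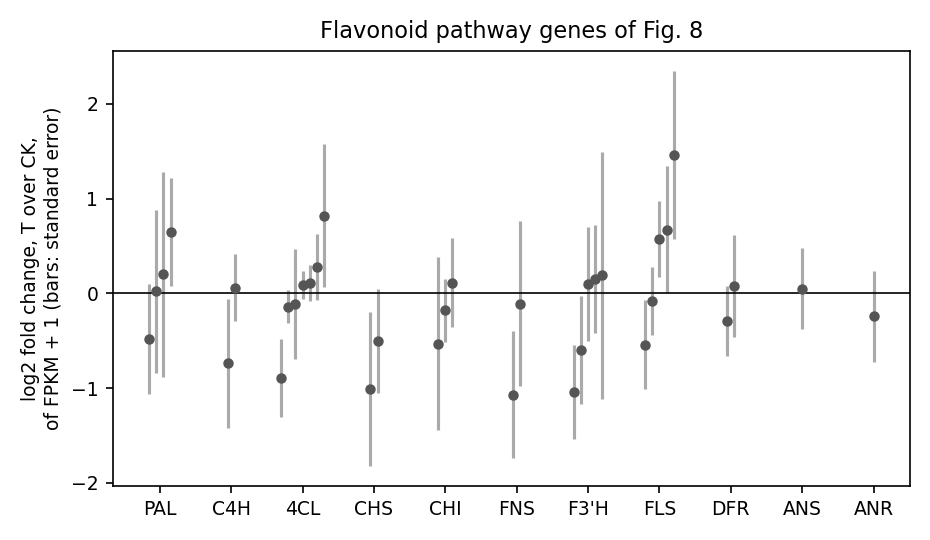
Log2 fold change of FPKM + 1, T over CK, of the 34 tested genes of Fig. 8, grouped by enzyme, with the standard error as bars. The points lie on both sides of 0, from -1.07 for an FNS gene to 1.46 for an FLS gene.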

Notably, the expression of the *Cs_ont_2g033130* gene was significantly downregulated during the biosynthesis of dihydrokaempferol. These findings indicate that sweet orange genes play a prime regulatory role in the B deficiency stress response. The flavonoid contents of sweet orange plants under B deficiency stress tended to decrease. The above changes in gene expression and metabolite content indicate that sweet oranges can respond to B deficiency stress by regulating the synthesis of flavonoids through their gene expression regulation to improve their adaptability to the environment.

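The flavonoid biosynthesis genes of KEGG were high or low in single libraries of both groups. The median deviation of the 24 tested genes from their overall mean, on the log2 scale, was -0.32, 0.15 and 0.33 in CK replicates 1 to 3 and -0.16, 0.29 and -0.49 in T replicates 1 to 3. The medians of CK and T overlap. The metabolite contents were not analysed here. From the changes in gene expression and in metabolite content, the paper proposes that sweet orange can respond to B deficiency by regulating flavonoid synthesis through gene expression.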

**Fig. 8:**
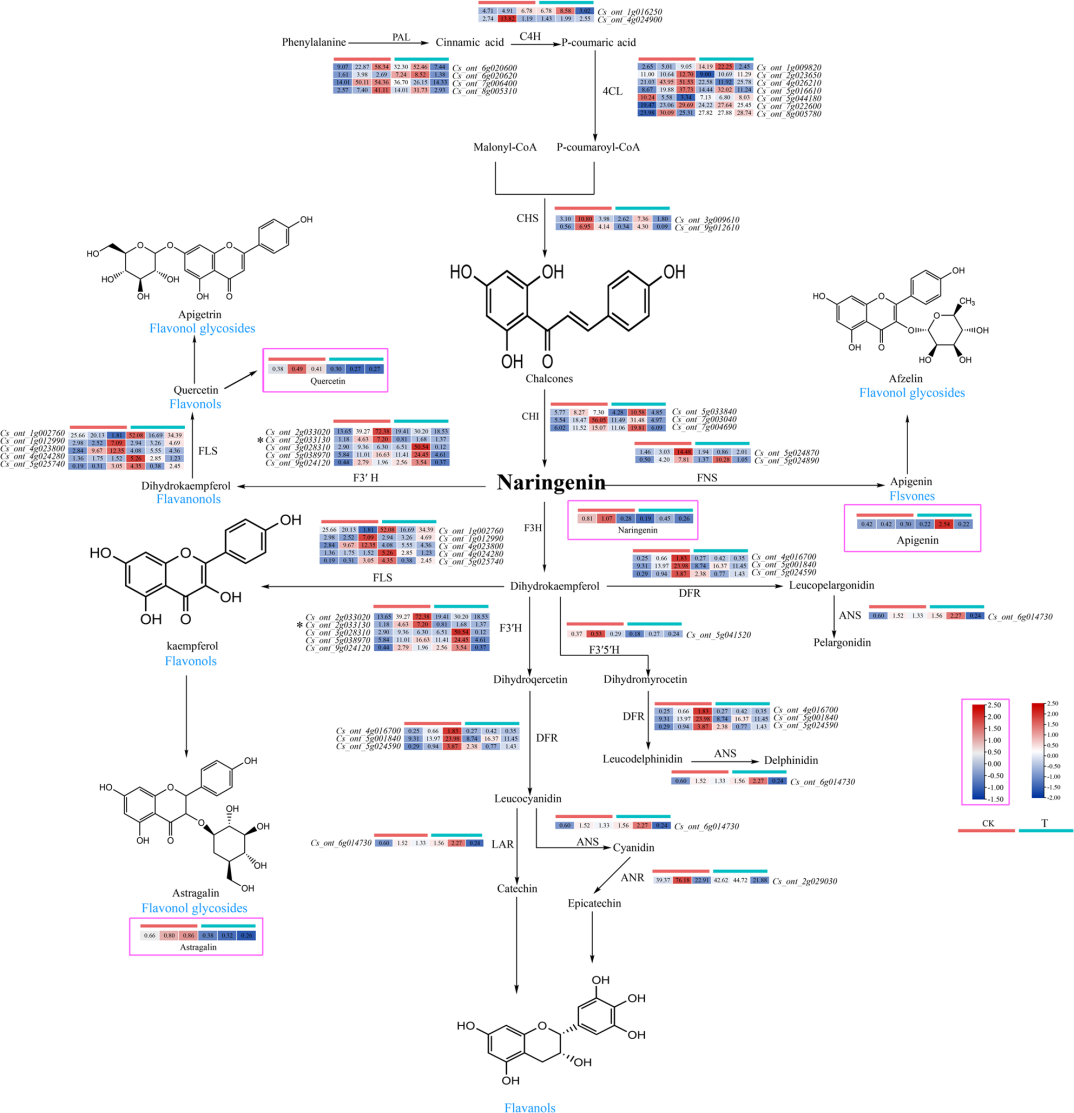
Flavonoid biosynthetic pathways in sweet orange leaves under B deficiency stress. The heatmaps in the figure indicate the expression of relevant genes and metabolites. The heatmaps with rosy red boxes indicate the metabolite content and the corresponding legends, and those without rosy red boxes indicate the expression of related genes and the corresponding legends. Blue indicates low expression (low content), and red indicates high expression (high content). PAL, phenylalanine ammonia-lyase. C4H, cinnamate 4-hydroxylase. 4CL, 4-coumaroyl CoA ligase. CHS, chalcone synthase. CHI, chalcone isomerase. FNS, flavanone synthase. F3H, flavanone 3b-hydroxylase. F3′H, Flavonoid 3′-hydroxylase. F3′5′H, Flavonoid 3′,5′-hydroxylase. FLS, flavonol synthase. LAR, leucoanthocyanidin reductase. ANS, Anthocyanin synthase. ANR, Anthocyanin reductase. The red and turquoise lines indicate the control (CK) and boron deficiency (T) treatment groups, respectively. The heatmap in the rosy red box indicates the distribution of flavonoid metabolite content, and the rest of the heatmap shows the distribution of expression of sweet orange-related genes

## Discussion

The primary global production regions for sweet oranges are concentrated in China, Brazil, and the United States. Within China, the major planting areas are found in the provinces of Sichuan, Hubei, Hunan, Guangdong, and Yunnan. As the cultivation area of citrus continues to expand, B deficiency has become increasingly prevalent. 50% of the effective B content of citrus plantation soil was deficient in Yuxi, Yunnan. It severely affects sweet orange fruit yield and economic value. Therefore, selecting and breeding sweet orange varieties resistant to B deficiency stress is practical. *BBX* genes are vital for the regulation of boron homeostasis in plants [6]. Flavonoids are compounds that effectively scavenge excessive reactive oxygen species generated by stress within plants. *BBX* and flavonoid-related genes can effectively improve plant resistance. Nonetheless, the precise mechanisms through which both factors influence the response of sweet orange plants to boron deficiency remain unclear. Therefore, through transcriptomic and RT-qPCR analyses, this study revealed that *CsBBX14* may play an essential role in the response of sweet orange to B deficiency stress. Correlation analysis revealed that *CsBBX14* is closely associated with key metabolites (quercetin 3-glucoside, taxifolin, and isovitexin) as well as sweet orange genes that affect these metabolites. These findings provide valuable insights for the selection and breeding of sweet orange varieties resistant to B deficiency.

A phylogenetic tree was constructed from the sweet orange *BBX* gene family, which included 14 family members, via multiple sequence comparisons of its gene sequences with those of the *A. thaliana*, *V. vinifera*, rice, *S. lycopersicum*, *P. bretschneideri*, and *M. pumila BBX* genes. Several *BBX* genes were classified according to the classification of *A. thaliana BBX* genes. The results revealed that the *BBX* genes of sweet orange were organized into four distinct subclades and that all the other species were classified into five subclades. These findings suggest that sweet orange has evolved similarly to several other species without significant differences. Rajnish and Zhang reported that there are 31 members and five subclades in the *BBX* gene family of *A. thaliana* [27]. Moreover, the *BBX* gene family of *V. vinifera* has 25 members and is classified into five subclades. The gene family of *V. vinifera* comprises 25 distinct members, which are categorized into five subclades [28]. This observation aligns with the results presented in this study. In the constructed phylogenetic tree, 57% of the genes associated with sweet orange presented clustering patterns on the same branch as those associated with *A. thaliana*, and no genes were clustered on the same branch as those associated with rice. Furthermore, the phylogeny of sweet oranges was more similar to that of dicotyledonous plants, especially *A. thaliana*, than to that of monocotyledonous plants. In addition, while the number of subfamilies for each species sightly varied, the quantity of genes within each subfamily differed significantly among the species. This disparity can be attributed primarily to variations in the identified gene families, as well as differences in their origins and evolutionary trajectories among species. *V. vinifera BBX* gene family members were identified via HMM model comparison and SMART conserved structural domain validation, and the E value reached 0.01. However, the *BBX* gene family members of sweet orange in the present study were identified by combining the HMM and BLAST comparisons, and the E value was less than 10^− 5^. The prediction of *BBX* gene family members in sweet oranges was conducted with a much higher level of stringency than that in *V. vinifera*, resulting in higher reliability. Therefore, the number of sweet orange *BBX* genes was lower than the *V. vinifera BBX* gene number. *A. thaliana AtBBX21*, *AtBBX22*, and *AtBBX23* directly and positively affect plant photomorphogenesis and flavonoid accumulation [29]. In contrast, *CsBBX14*,* AtBBX21*, *CsBBX9*,* AtBBX22*, *CsBBX8*, and *AtBBX23* were located on the same branch of the phylogenetic tree and presented self-expansion values exceeding 90%. These findings suggested that sweet orange *CsBBX8*, *CsBBX9*, and *CsBBX14* may promote photomorphogenesis and flavonoid synthesis. The overexpression of *AtBBX22* led to increased anthocyanin accumulation in *A. thaliana* plants, whereas *AtBBX21* and *AtBBX23* play regulatory roles in the synthesis of anthocyanins under light conditions [30]. In *M. pumila*, the interaction between *MdBBX22* and *MdHY5* enhances the expression of *MdMYB1*, a key regulator that promotes the accumulation of anthocyanins [31]. In the phylogenetic tree, the *CsBBX9* gene was clustered in the same branch as the *AtBBX22* and *MdBBX22* genes, and the *CsBBX14* gene was clustered in the same branch as the *AtBBX21* gene, exhibiting bootstrap values exceeding 90%. These results indicate that *CsBBX9* and *CsBBX14* may be involved in the regulatory mechanisms governing anthocyanin synthesis.

Gene duplication serves as a mechanism for gene amplification and represents one of the primary molecular processes through which genes undergo evolution to generate novel functions [29]. Chromosomal location and covariance analyses were performed on the *BBX* gene family of sweet oranges. The findings demonstrated that the 14 *BBX* genes in sweet orange were located across eight chromosomes, with an absence of *BBX* gene distribution observed on chromosome nine. These findings indicated that the distribution of *BBX* genes in sweet oranges was uneven across chromosomes. In addition, five pairs of fragment duplications were detected in the sweet orange *BBX* genes. The number of fragment duplication genes accounted for 71.43% of the number of sweet orange *BBX* genes. These findings illustrate that the sweet orange *BBX* gene may contain vital genetic resources for new functional gene generation and gene family member expansion. A study of *MYB* genes in gooseberry revealed that 24% of *MYB* genes are derived from segmental duplication [32]. These findings further suggest that gene duplication events are vital pathways for new gene generation.

In response to environmental stress, plant cells initiate gene expression programs that govern the accumulation of metabolites, facilitating their adaptation to altered environmental conditions. Transcriptome analysis revealed the molecular mechanism underlying the changes in flavonoid content in sweet orange leaves under B deficiency stress in this study. Moreover, GO annotation and KEGG enrichment analyses revealed that sweet orange genes play vital regulatory roles in the accumulation and transport of flavonoids under B deficiency stress. Excessive ROS and oxidative free radicals are produced when plants are subjected to external environmental stresses. At this time, plants regulate the accumulation and transport of flavonoids in vivo through gene expression, thereby increasing their ability to scavenge oxidative free radicals and reduce cellular oxidative damage. The activity of scavenging reactive oxygen species is closely associated with both the quantity and the placement of hydroxyl groups present on the benzene ring. For example, quercetin predominantly engages with free radicals via its phenolic OH groups, leading to the formation of semiquinone radicals, which can effectively interrupt the chain reactions of free radicals. A new stable group is formed, and the oxidation reaction is interrupted or delayed when a substance loses electrons or a hydrogen supply during its reaction with free radicals [33]. 

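The CHS, CHI, F3′H, FLS and FNS genes of Fig. 8 in the steps to naringenin, quercetin, apigenin and astragalin number 17. In T leaves, 8 of them had a higher and 9 a lower mean FPKM, and on the log2 scale 7 were higher and 10 lower. By enzyme, both CHS genes, 2 of 3 CHI genes, 1 of 2 FNS genes, 2 of 5 F3′H genes and 2 of 5 FLS genes had the lower mean in T. In the limma test none was a DEG or had an unadjusted p under 0.05, and the T and CK values of each overlapped.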

In the present study, we investigated the expression of key rate-limiting genes associated with naringenin, quercetin, apigenin, and astragalin synthesis, which tended to increase overall. However, the flavonoid content decreased under conditions of B deficiency stress in sweet oranges. These findings indicate that sweet orange consumes flavonoids in its own body, effectively removing excessive reactive oxygen species and oxidative free radicals generated by stress in the body. This result aligns with the findings from earlier analyses. However, a study on magnesium stress in sweet oranges reported that the content of flavonoid metabolites increased under magnesium stress, which is inconsistent with the findings of the present study [34]. This discrepancy may stem from variations in the stress treatment stage of the plants at the time of sampling; however, the specific cause requires further verification.

Environmental factors play a significant role in regulating gene expression by influencing transcription factors that specifically associate with the promoters of target genes. Within this context, the *BBX* gene family has been demonstrated to be crucial in modulating gene expression, particularly in the flavonoid biosynthetic pathway [35]. *MdBBX22* induces the activation of the promoters of *MdANR* and *MdLAR* in *M. pumila* via mdm-miR 858, which promotes the biosynthesis of the flavonoid proanthocyanidin [36]. The proteins *PpBBX18* and *PpBBX21* are known to interact with *PpHY5*, playing crucial roles in the regulation of anthocyanin biosynthesis in *Prunus persica* [37]. The *AtBBX21* gene can directly interact with HY5 to increase *HY5* gene expression, and the *AtBBX21* gene can bind to the G-box element found within the HY5 promoter, thereby activating its transcription and facilitating the expression of genes involved in flavonoid synthesis [38]. This enhances the ability of flavonoids such as taxifolin to scavenge ROS to some extent, which in turn reduces oxidative damage in plants. In this study, phylogenetic analysis revealed that the *CsBBX14* and *AtBBX21* genes clustered within the same clade, with bootstrap values greater than 90%. These findings suggest that the *CsBBX14* gene may exhibit functional similarity to the *AtBBX21* gene. Furthermore, correlation analysis revealed a highly significant correlation (57%) between *CsBBX14* and the genes involved in flavonoid biosynthesis and metabolism in sweet orange (Supplementary Material 5). 

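CsBBX14 was compared with the 24 tested genes of the KEGG pathway flavonoid biosynthesis over the 6 leaf libraries. Its expression was positively correlated with 17 of these genes and negatively with 7, with a median Pearson r of 0.37 and a range from -0.78 to 0.76. None of the 24 correlations had an exact permutation p under 0.05 over all 720 pairings, and the smallest Benjamini-Hochberg adjusted value was 0.592. By Spearman's rho, 2 genes did (exact permutation test) and none after adjustment. Without CK replicate 1 and T replicate 2, the libraries farthest from the median CsBBX14 value, r kept its sign for 13 of the 24 genes.
When 1000 randomly drawn expressed genes took the place of CsBBX14, a mean of 9.1% of the flavonoid genes had an exact permutation p under 0.05. With values centred on each group mean, 5 genes (20.8%) had a within-group exact permutation p under 0.05, which is the smallest of 36 permutations, 0.0278. None did after adjustment, which could be passed only if many of the 24 genes had this smallest p. On untransformed FPKM that was not centred, 1 gene (4.2%) had an exact permutation p under 0.05.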

Based on our findings, we propose a mechanistic model in which the *CsBBX14* gene positively regulates flavonoid functionality, ultimately conferring enhanced stress resistance to plants (Fig. 9). When the concentration of B in the environment decreases, *CsBBX14* may interact with the G-box element located in the promoter of HY5, thus initiating its transcription and subsequently increasing the expression of genes involved in flavonoid synthesis [39]. Flavonoids can effectively inhibit the production of reactive oxygen species in stressful environments, reduce oxidative damage in plant cells, and improve stress tolerance. *CsBBX14* expression was significantly elevated in this study. These results indicate that this gene could be highly involved in the plant response to boron deficiency by influencing the synthesis of flavonoids. However, the specific function of the *CsBBX14* gene still needs further verification.

**Fig. 9:**
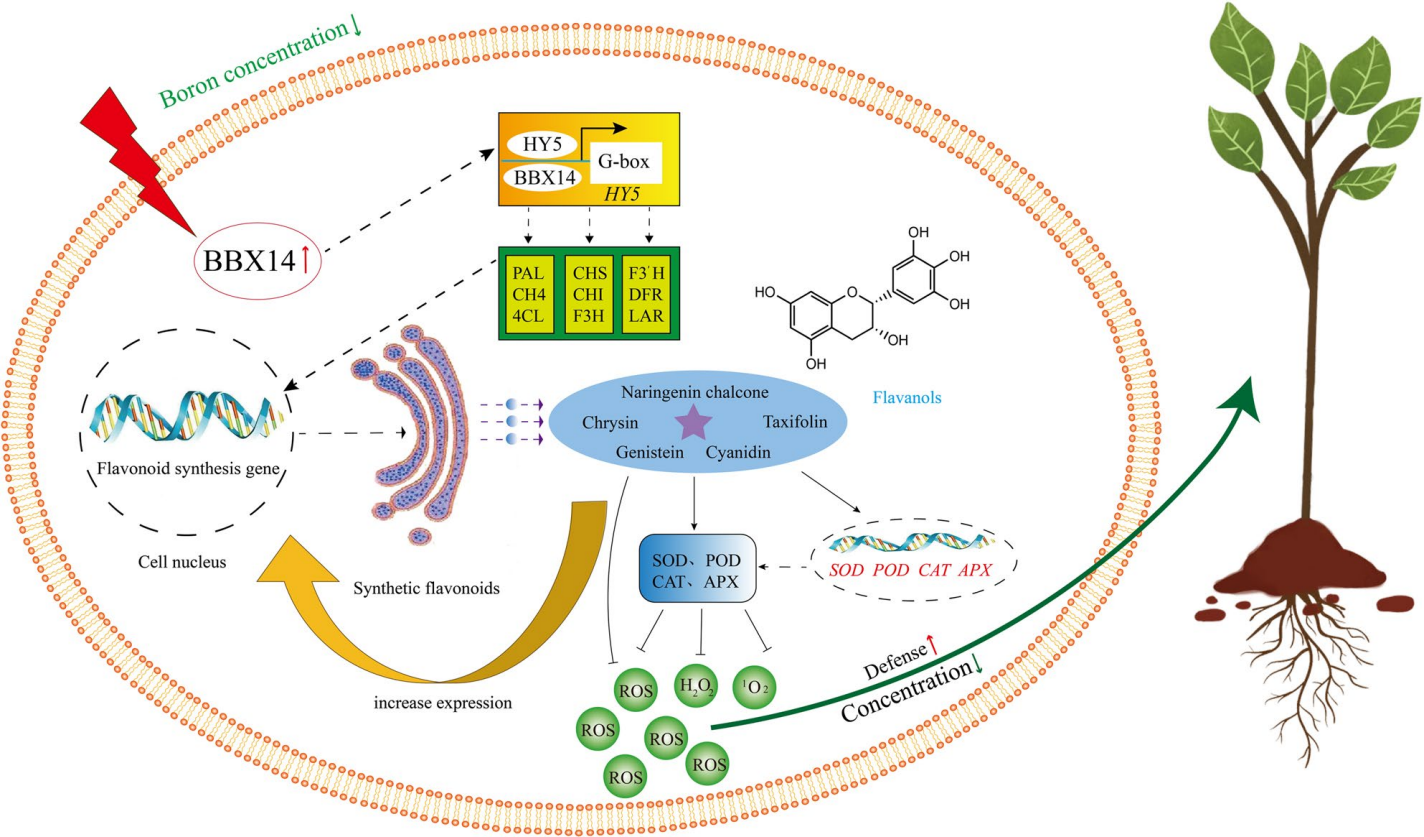
Model of the regulatory effect of B deficiency stress on sweet orange

In conclusion, these findings provide a vital reference for enhancing the resistance of sweet orange plants and improving the quality of sweet orange fruits from a molecular perspective. However, there are several limitations in this study, and the potential role of *CsBBX14* in the synthesis of flavonoids still needs to be verified by more specific experiments, such as gene knockdown. In the future, we will perform further in-depth studies of this gene.

## Conclusions

Transcriptomic analysis and RT-qPCR expression validation revealed that *CsBBX11*, *CsBBX13*, and *CsBBX14* play important regulatory roles in the response of sweet orange to boron (B) deficiency stress. In particular, *CsBBX14* is likely the gene that performs crucial functions. Metabolomic analysis revealed that quercetin 3-glucoside, taxifolin, and isovitexin are important metabolites involved in the response of sweet orange to boron deficiency stress. Notably, *CsBBX14* was found to be closely associated with these potential metabolites. In addition, we propose a model of the regulatory effect of B deficiency stress on sweet orange. These findings offer fresh insights into enhancing the stress tolerance of sweet orange plants.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

Supplementary Material 4.

Supplementary Material 5.

## Data Availability

All the data generated or analyzed during this study are included in this published article. The C. sinensis genome (v3.0) and annotation files of sweet orange are openly available in the CPBD: Citrus Pangenome to Breeding Database (http://citrus.hzau.edu.cn/index.php). RNA-Seq data under biotic and abiotic stress conditions can be found under accession numbers GSE249048 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE249048). The sample IDs are GSM7925570, GSM7925571, GSM7925572, GSM7925573, GSM7925574, and GSM7925575. The RNA-Seq data are publicly available at the National Center for Biotechnology Information. The other data presented in this study are available in the Supplementary Materials.

How the deposited data were processed for this re-analysis (not part of the article)

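Leaf RNA of tissue-cultured sweet orange was measured by RNA sequencing in 6 libraries, 3 of the control group (CK) and 3 of the boron-deficient group (T), collected on day 25. The groups follow the library titles, which read leaf blades for CK and leaf for T, and the paper's boric acid supply of 0.25 and 0.01 mg/L. The design stated for the deposited series gives the same numbers as boron, while the treatment protocol in the labels of the libraries gives 0.01 mg/L for all 6. No other sample belongs to the series used here, and the metabolite and RT-qPCR measurements of the paper were not analysed here.

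The values used are FPKM per gene and library, which the authors, according to the paper's methods, made by trimming the reads with fastp, aligning them with HISAT2, counting them with HTSeq and normalizing the counts to FPKM. The paper names v3.0 of the sweet orange genome, and its methods do not say which build the reads were aligned to. The versions of the tools are not given in the sources used here. The table also holds the authors' log2 fold change and p-value of each gene, which they made with DESeq as the paper's methods state, and a call of up or down. These are the authors' values and were used as an alternative and for comparison. GO terms and KEGG pathways per gene were taken from the same table, without adding parent terms. Some GO term names are blanked out in the copy used here, and the terms were handled by their identifiers.

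The table holds 29875 genes. Reads were recovered from the FPKM values, since a gene's values are whole multiples of what 1 read is worth in each library, for the 22740 genes above 0 in at least 1 library. The gene length came out whole within 0.001 base for 98.16% of these, and in 416 genes a common factor of the read counts was put back. A common factor that also divides the gene length would go unseen. The recovered reads in genes were 17689285 to 24026259 per library, and the 10 most abundant genes took 3.74% to 5.02% of them. A read in a gene of 1000 bases is worth 0.0414 to 0.0563 FPKM, which is the finest step the depth allows. Precision between libraries is set by their number, 3 per group.

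T was compared with CK with limma 3.58.1 (lmFit and eBayes with an intensity trend, R 4.3.3) on log2(FPKM + 1), two-sided, with 4 residual degrees of freedom and Benjamini-Hochberg adjustment over the 16421 genes with an FPKM of at least 1 in at least 3 libraries. Calls were made at an adjusted p under 0.05 and, as the paper's methods do, at a fold change of at least 2 with an unadjusted p of at most 0.05. Single genes were also compared by an exact permutation test of the mean FPKM, whose smallest two-sided p is 0.1 for 3 against 3. Gene lists were tested with camera of limma at a preset inter-gene correlation of 0.01 and again with an estimated correlation. Enrichment of KEGG pathways and GO terms with at least 5 tested genes was tested with Fisher's exact test, two-sided, against the tested genes with an annotation of that kind. This test takes genes as independent of each other, and it was not run on other splits of the 6 libraries. Correlations with CsBBX14 were Pearson's r and Spearman's rho with exact permutation p-values over 720 pairings. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 did the rest.

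The test was checked on simulated data, drawn gene by gene from the fitted means and variances, with known fold changes added to genes with a mean of at least 5, 150 genes per fold change over 3 rounds. Among 16421 genes it recovered 16% of genes with a 2-fold change, 84% with a 4-fold, 96% with an 8-fold and 98% with a 16-fold change at an adjusted p under 0.05, with 29 false calls over all rounds. The noise was drawn independently for each gene and library, without the variation that genes of the real libraries share. These rates therefore need not hold for the real data.

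The tests, the thresholds, the alternatives and the rule for naming genes were set before the data were examined, but values in the paper's figures had been seen. The rule takes the CsBBX genes, actin, the genes with identifiers in the paper's text or Fig. 8, the 15 largest rises and the 15 largest falls among called genes with no overlap between T and CK, a mean FPKM of at least 5 in a group and a description, the 10 genes with the smallest p, and 4 genes of each list. The table has no protein descriptions, so the part of the rule on descriptions used a GO or KEGG annotation instead. The function given for a gene that the paper does not name is, as a rule, its GO molecular function held by the fewest genes of the table. Where it has none, a GO process or a KEGG pathway was used. Such a gene can carry other terms as well, so these names are annotations and not identities. For the same reason the lists planned from descriptions were replaced by 34 lists taken from GO and KEGG identifiers, after the column names and term sizes were seen and before any test was run. No table that pairs these genes with symbols matched their identifiers, with 0 matches to RefSeq locus tags, so that apart from genes the paper names at most 2 identifiers that were higher and 2 that were lower are printed.

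The alternatives were a pseudocount of 0.1 or 0.01, no filter, a filter at an FPKM of at least 5 in at least 3 libraries, TPM, median-of-ratios scaling, quantile normalization, no intensity trend, array weights, a replicate block, leaving out each library in turn, the authors' deposited p-values, other inputs for the enrichment and other forms of the correlation. limma voom on the recovered reads and a GO list for the correlation were added after the data were seen.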

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

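The tests of the libraries' first component and of the ribosomal and photosynthesis lists were chosen after the results were seen. The counts over other splits of the 6 libraries into 3 and 3 were planned, and with 10 such splits none can give a share under 0.05.

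The gene with the smallest p, Cs_ont_1g007660, is a gene without GO or KEGG annotation that the paper does not discuss. It had a log2 fold change of 4.22 (standard error 0.26, adjusted p = 0.0277 from limma) and stood at 30.8 ± 10.1 FPKM in T and 0.661 ± 0.213 in CK (SD, n = 3 each), from 2, 4 and 4 recovered reads in CK and 107, 232 and 127 in T. Its adjusted p ranged from 7.42e-10 to 0.299 over the alternatives. It was the only gene called at an adjusted p under 0.05, and 1 of the 10 splits, the real one, gave as many, the highest of the others being 0.

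Genes of the cytosolic ribosome were higher and genes of photosynthesis and antenna proteins lower in T, lists outside those the paper discusses. Of 134 ribosome genes, 103 were higher, with a median log2 fold change of 0.30 (camera adjusted p = 3.737e-06, and adjusted p = 0.92 with an estimated correlation), and of 54 photosynthesis genes 47 were lower, with a median of -0.36 (adjusted p = 3.737e-06, and 0.92 with an estimated correlation). Among the ribosome list's 4 members with the smallest p, a gene also annotated as an amygdalin beta-glucosidase (log2 fold change 1.32) and 1 as binding ubiquitin ligase (1.06) were higher in T. The other members among these, given as structural constituents of the ribosome, were lower, at -1.03 and -0.61. The ribosome list had 2 DEGs that were higher and 1 that was lower. In the photosynthesis list a pigment-binding gene stood at 117 ± 7.24 FPKM in T and 198 ± 19.5 in CK (SD, n = 3 each).

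For this pattern, a dependence of the call on 1 library was seen for photosynthesis, whose adjusted p from camera was 0.0604 without CK replicate 1. The direction of this list stayed lower in T without any 1 library. The adjusted p of the ribosome list was at most 0.0102 without any 1 library. Genes that vary together within the groups are a candidate explanation, since with a correlation between genes estimated from the data the lower p of the lists from camera was 0.199. Boron supply stays open and cannot be told apart from chance here, because the list medians of the libraries overlapped (exact permutation p = 0.3 for the ribosome and 0.2 for photosynthesis, where 0.1 is the smallest that 3 against 3 allow). Over the splits, 6 of 10 gave at least the 6 called lists of the real one, and the highest of the others gave 10.

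Boron response and borate transport, with 4 tested genes, and wall loosening and xyloglucan transferases, with 19, were higher in T, and the paper does not discuss them. For the boron list, all 4 genes were higher (camera adjusted p = 0.04211, and adjusted p = 0.92 with an estimated correlation), and for the wall list 15 of 19 (adjusted p = 0.04211, and 0.92 with an estimated correlation). Without CK replicate 3 the adjusted p was 0.652 for the boron list and 0.935 for the wall list, which then turned to lower, and without T replicate 1 it was 0.102 and 0.321. It was 0.201 and 0.155 with no filter and 0.0689 for both with median-of-ratios scaling, and for the wall list 0.0600 with the authors' deposited p-values.

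The first principal component of the libraries held 33.9% of the variance and did not follow boron supply, with scores of 38.7, -11.6 and -47.6 in CK and 16.9, -41.5 and 45.1 in T. Only 3.5% of its variance lay between CK and T, under the 20% that chance gives, which argues against boron supply as its source. The second component held 28.9% of the variance, with 60.9% of it between CK and T. Sequencing depth as a source of the first cannot be told apart from others, since its correlation with log2 reads was r = -0.648 (exact permutation p = 0.168, rho = -0.6 with exact permutation p = 0.242, and r = -0.486 without the 2 libraries farthest from the median depth). The scaling of the FPKM values stays open as well, with a correlation of 0.812 between the first component before and after quantile normalization, between the bounds of 0.5 and 0.9 set for it. No batch is given in the labels or the paper, so that none was tested.

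The count of DEGs at the paper's criterion, 387, was reached or passed by 3 of the 10 splits. The highest of the others, 867, set CK replicate 1 with T replicates 1 and 3 against the rest, which points to a structure of the samples that does not follow the groups.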

How the results depend on the processing

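Only limma voom on the recovered reads and the GO list for the correlation were chosen after the results were seen. The count-based tests planned for a table of read counts were not run, since the table gives FPKM. The log2 fold changes of CsBBX6, Cs_ont_1g007660, Cs_ont_6g011110, Cs_ont_2g023170 and Cs_ont_3g010460 kept their direction and their side of the paper's criterion in all 18 alternatives. Depth limits genes with few reads, such as CsBBX8 with at most 2 reads. Where a value below differs, the cause was not tested, except that a stricter filter leaves fewer genes to test.

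Genes higher at an adjusted p under 0.05 (1) became 0 with no filter, 8 with array weights, 0 with a replicate block, 18 with the authors' deposited p-values, 0 with limma voom and 0 to 2 on leaving out 1 library. Genes lower (0) became 4 with array weights and 16 with the authors' deposited p-values. At the paper's criterion the higher genes (209) became 137 with an FPKM of at least 5, 567 with array weights and 121 to 398 without 1 library, and the lower genes (178) became 363 with array weights and 120 to 396 without 1 library. Array weights gave T replicate 1 a weight of 6.29. CsBBX DEGs (3) were 0 to 3 without 1 library. The called gene lists (6) were 3 with no filter, 3 with median-of-ratios scaling and 0 with an estimated correlation. The wall loosening list turned to lower in T without CK replicate 3 (adjusted p = 0.9345), and its adjusted p without 1 library ranged from 0.003995 to 0.9345. Called KEGG pathways (3) were 5 with an FPKM of at least 5 and 1 to 5 without 1 library, and GO terms (131) were 212 with array weights and 65 to 155 without 1 library. With genes of an adjusted p under 0.05 both were 0, which says nothing about these calls, as the only such gene has no annotation and 0 genes entered the test. Flavonoid DEGs of Fig. 8 (0) were 1 with quantile normalization, 4 with array weights, 1 with a replicate block, 1 with the authors' deposited p-values and 0 to 6 without 1 library. Flavonoid genes correlated with CsBBX14 (0) were 1 on untransformed FPKM, 5 centred on each group mean and 1 of the 35 genes of the GO list. The lowest correlation between libraries (0.873) was 0.842 and 0.822 with a pseudocount of 0.1 and 0.01, 0.935 with no filter and 0.82 with an FPKM of at least 5.

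Whether the replicate numbers pair the libraries is not settled. The correlations of the deviations of same-numbered libraries from their group means were 0.282, 0.212 and -0.037. CK replicates 1 and 2 matched the same-numbered T library best, whereas CK replicate 3 matched T replicate 2 best, at 0.173. The replicate block is given as an alternative only, with 270 genes higher and 200 lower at the paper's criterion.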

Differences from the paper's values

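No test in this part was chosen after the results were seen, apart from the settings named as such. The paper's text gives 276 DEGs in plant hormone signal transduction, 198 in phenylpropanoid biosynthesis, 131 in glutathione metabolism, 54 in flavonoid biosynthesis and 43 in the plant circadian rhythm. At the fold change and p-value of the paper's methods, 4, 11, 9, 1 and 1 genes of these pathways were DEGs here. Over the alternatives set before the data were examined the counts ranged from 3 to 12, 7 to 24, 4 to 18, 1 to 4 and 0 to 2, so that every alternative differed from the paper's values. The paper's numbers equal the numbers of genes annotated to these pathways in the deposited table.

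The paper states that 11 of the 14 CsBBX genes exhibited a regulatory function, without a threshold for this count. At the paper's criterion for DEGs the count here was 3, and between 0 and 3 in every alternative. These differ from 11, but a count of DEGs and a count without a threshold are unlike measures. The paper's text calls CsBBX11 and CsBBX13 significantly lower and CsBBX14 significantly higher. These are the 3 DEGs of the main analysis, each in the same direction.

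For the correlation of CsBBX14 with flavonoid genes, the paper's value is 57%, and the paper's text, which calls it highly significant, does not define the genes or the threshold behind it and refers to its Supplementary Material 5, which was not used here. The share of genes with an exact permutation p under 0.05 was 0.0% here, and 4.2% on untransformed FPKM and 20.8% on values centred on each group mean, which also differ.

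The paper states that the F3′H gene Cs_ont_2g033130 was significantly lower under B deficiency. Its log2 fold change was -1.04 (standard error 0.50, adjusted p = 0.999 from limma) and it was not a DEG here. It met the criterion with quantile normalization (-1.10), array weights (-1.16), the replicate block (-1.04), the authors' deposited p-values (-1.71) and without CK replicate 1 (-1.59). The direction was the same in each.

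The paper states that 9 CsBBX genes were enriched for the regulation of metabolic processes and for organic matter metabolism. In the deposited table, 9 carried the former term and 0 the latter, against 9 for each in the paper's Supplementary Material 3. Of the 671 pairs of a CsBBX gene and a GO term in that supplement, 393 are in the table, so that the 0 and the shares below hold for the table's annotation only. Neither term held a larger share of DEGs than the background, at 1.44% and 1.42% against 1.96% (adjusted p = 1.0 and 0.0351, Fisher's exact test). The former had no adjusted p under 0.05 in any alternative run. That of the latter was 0.162 without CK replicate 2, 0.0748 without CK replicate 3, 0.625 without T replicate 1, 0.0684 with no filter, 0.147 with every annotated gene as background and 0.148 with limma voom (Fisher's exact test), and its share was below the background in each run.

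The paper states that hormone signal transduction, flavonoid biosynthesis and circadian rhythm were enriched among DEGs. Fisher's exact test gave an adjusted p of 1.0 for each here and called none of them in any alternative run, while it called the other pair of pathways, phenylpropanoid and glutathione (adjusted p = 0.00128 and 0.00831). The call of glutathione was lost without T replicate 1 (0.661), without T replicate 3 (0.565) and with a pseudocount of 0.01 (0.0605). That of phenylpropanoid was kept in the 19 alternatives that entered DEGs (adjusted p of at most 0.0367). These alternatives share the grouping of the libraries and are not independent of each other, and Fisher's exact test was not run on other splits. The camera call of phenylpropanoid was lost in 6 of 18 alternatives, and its adjusted p was 0.92 with an estimated correlation.

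For the genes of p-coumaroyl-CoA synthesis, the paper gives more lower than higher genes. Here 7 of the 13 were higher and 6 lower by mean FPKM, and 8 higher and 5 lower on the log2 scale. The tallies by mean FPKM of the naringenin, quercetin, apigenin and astragalin steps equal those of the paper. The paper's discussion states that key rate-limiting genes of these 4 steps tended to be higher, without naming them there. Of all 17 genes of these steps in Fig. 8, a set that is not limited to rate-limiting genes, 8 were higher and 9 lower by mean FPKM, and 7 higher and 10 lower on the log2 scale.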

Other observations

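The tests of neighbouring genes and of values centred on group means against random genes were chosen after the results were seen.

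Among the DEGs that the paper does not describe are a gene annotated as a transcription factor and several annotated to mineral transport. None of these passed the correction in the main analysis. Over the 18 alternatives the adjusted p ranged from 6.61e-20 to 1.0 for Cs_ont_6g011110, 2.52e-07 to 1.0 for Cs_ont_2g023170 and 0.0165 to 1.0 for Cs_ont_3g010460. Cs_ont_6g011110, a transcription factor gene of the list of xylem development and secondary wall, stood at 145 ± 27.4 FPKM in T and 3.63 ± 4.48 in CK (SD, n = 3 each), 39.8-fold higher (log2 fold change 5.38, standard error 0.62, adjusted p = 0.221 from limma). Its CK mean rests on CK replicate 3 with 8.81 FPKM, against 1.08 and 1.00 in the others, and the log2 fold change was 6.14 without that library and 4.99 to 5.55 without any other. A gene annotated as an iron transporter stood at 136 ± 22.9 FPKM in T and 27.7 ± 6.83 in CK, and another annotated as a zinc transporter at 27.1 ± 8.34 and 2.42 ± 0.954. Genes annotated as transporters of sulfur compounds went both ways. Cs_ont_2g023170, annotated as a transporter of sulfur amino acids, stood at 134 ± 60.5 FPKM in T and 982 ± 182 in CK (log2 fold change -2.94, standard error 0.36, adjusted p = 0.222 from limma). Cs_ont_3g010460, annotated as a sulfate transporter, stood at 29.1 ± 2.15 and 102 ± 24.5 (log2 fold change -1.75, standard error 0.20, adjusted p = 0.221 from limma). Another gene with that annotation stood at 240 ± 95.4 in T and 29.2 ± 25.7 in CK. Sulfate transport had 5 DEGs among 14 genes, 1 higher and 4 lower (adjusted p = 8.06e-04, Fisher's exact test), and cellular response to starvation had 11 among 109, 7 higher and 4 lower (adjusted p = 0.00111, Fisher's exact test). A gene of the boron list annotated as a borate transporter had 15.7 ± 9.81 FPKM in T and 3.08 ± 0.796 in CK. Its log2 fold change was 1.84 (standard error 0.51, adjusted p = 0.783 from limma) with no overlap (exact permutation p = 0.1).

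The cell surface held many DEGs. Extracellular region had 24 among 288 genes (adjusted p = 1.79e-06, Fisher's exact test) and apoplast 16 among 179 (adjusted p = 1.67e-04, Fisher's exact test). Of 32 peroxidase genes 5 were DEGs that were higher and 1 that was lower (camera adjusted p = 0.0519, and under 0.05 in 6 of 18 alternatives). Adjusted over the list alone, 3 were higher. The peroxidases with the smallest p also belong to the phenylpropanoid pathway, so these lists are not separate evidence. A gene annotated as a xyloglucan transferase, an enzyme that remodels the wall, stood at 183 ± 119 FPKM in T and 57.5 ± 15.4 in CK. A gene annotated as carbonate dehydratase, a leaf enzyme of CO2 supply, stood at 425 ± 136 FPKM in T and 1548 ± 178 in CK (SD, n = 3 each), with an adjusted p of 0.488 from limma. Lists of the tissues of a leaf gave a camera adjusted p of 0.0518 for epidermis and cuticle (3 genes higher, 11 lower), 0.347 for dividing cells (154 higher, 74 lower), 0.573 for vascular tissue (20 higher, 30 lower) and 0.651 for meristem (72 higher, 50 lower). Over the 18 alternatives that of epidermis and cuticle ranged from 0.00139 to 0.948 with both directions, under 0.05 in 8, while dividing cells were under 0.05 in 3, vascular tissue in 1 and meristem in 0. Over the 28 lists without a call the adjusted p ranged from 0.0518 to 0.972, and all 6 called lists had an adjusted p of 0.92 with an estimated correlation.

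A hypothesis on genome order was that DEGs of the same direction lie next to each other in the table's gene order. There were 37 such neighbouring pairs, 28 both higher and 9 both lower, against a mean of 4.59 and a maximum of 13 in 10000 random orders (permutation p = 0.0001, the smallest these can give). Chance order alone thus does not give this count, while reads shared between neighbouring copies of a gene and a common regulation were not tested and may each contribute. The pairs were not counted for the other splits of the 6 libraries, so the count does not tie them to boron supply.

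A second hypothesis was that CsBBX14 and flavonoid genes vary together within the groups because many genes share variation between libraries. With values centred on the group means, 3.4% of 1000 random genes had a share of correlated flavonoid genes as large as that of CsBBX14. Shared variation cannot be told apart from a link to CsBBX14 by this, since the pattern was found in the same centred values and random genes also reach it. None of the correlations passed the adjustment. With a smallest within-group p of 0.0278, they could do so only if many of the genes had that p, so this does not bear on the question. Without CK replicate 1 and T replicate 2, the r of the 5 correlated genes was -0.924 to -0.394 on values that were not centred and 0.781 to 0.986 on centred ones, with 2 libraries left per group.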
